# Activating p53 abolishes self-renewal of quiescent leukaemic stem cells in residual CML disease

**DOI:** 10.1038/s41467-024-44771-9

**Published:** 2024-01-22

**Authors:** Mary T. Scott, Wei Liu, Rebecca Mitchell, Cassie J. Clarke, Ross Kinstrie, Felix Warren, Hassan Almasoudi, Thomas Stevens, Karen Dunn, John Pritchard, Mark E. Drotar, Alison M. Michie, Heather G. Jørgensen, Brian Higgins, Mhairi Copland, David Vetrie

**Keywords:** Cancer, Cancer stem cells, Haematological cancer

## Abstract

Whilst it is recognised that targeting self-renewal is an effective way to functionally impair the quiescent leukaemic stem cells (LSC) that persist as residual disease in chronic myeloid leukaemia (CML), developing therapeutic strategies to achieve this have proved challenging. We demonstrate that the regulatory programmes of quiescent LSC in chronic phase CML are similar to that of embryonic stem cells, pointing to a role for wild type p53 in LSC self-renewal. In support of this, increasing p53 activity in primitive CML cells using an MDM2 inhibitor in combination with a tyrosine kinase inhibitor resulted in reduced CFC outputs and engraftment potential, followed by loss of multilineage priming potential and LSC exhaustion when combination treatment was discontinued. Our work provides evidence that targeting LSC self-renewal is exploitable in the clinic to irreversibly impair quiescent LSC function in CML residual disease – with the potential to enable more CML patients to discontinue therapy and remain in therapy-free remission.

## Abstract (web summary)

The inability of tyrosine kinase inhibitors to eliminate quiescent leukaemic stem cells (LSC) in chromic myeloid leukaemia (CML) results in recurrence. Here, the authors identify a reliance of CML LSCs on low P53 expression for self-renewal and therapeutically target this by combining an MDM2 inhibitor with TKI in preclinical models of CML.

## Introduction

Due to the success of tyrosine kinase inhibitor (TKI) therapy, chronic myeloid leukaemia (CML), a rare myeloproliferative disease arising through the acquisition of BCR::ABL1 in a haematopoietic stem cell (HSC)^1^, is predicted to become the most prevalent form of leukaemia within 30 years^2^. Increased prevalence of CML will severely impact healthcare budgets^3^ and more and more patients will be faced with the physical (i.e., drug side effects), social and psychological issues of living with a chronic form of leukaemia^4,5^. Current therapy-free remission (TFR) rates in CP CML, when TKI are safely stopped or de-escalated, are disappointingly low at ~10–15% of CP patients^6–8^. This is due to the inability of TKI to eradicate quiescent leukaemic stem cells (LSC) which persist in almost all chronic phase patients^9–11^ as residual disease and which can drive disease recurrence when TKI therapy is stopped.

Developing novel strategies to improve TFR rates are an important area of clinical need. Of particular interest, are strategies focussed on selectively disabling self-renewal which provides a means to functionally inactivate LSC, ultimately leading to their exhaustion or inability to drive disease recurrence. Whilst pathways regulating self-renewal of LSC in CML have been examined over the last two decades^12^, developing clinically-tractable strategies to target these pathways have proven challenging. Strikingly, LSC share a number of features with embryonic stem (ES) cells, including dependence on c-MYC and PRC1/2^13–19^, low levels of wild type (WT) p53^18,20,21^ and their proliferative potential^22–24^. Based on these similarities, we hypothesized that LSC co-opt the very primitive regulatory circuitry found in ES cells allowing them to self-renew and remain quiescent.

Here we show that CML LSC have global regulatory circuitry which reflects that found in ES cells, particularly when the LSC are quiescent. Importantly, the ES cell circuitry of quiescent LSC points to a low WT p53 state. We demonstrate that upregulating p53 through MDM2 inhibition efficiently disables and exhausts quiescent LSC in the presence of TKI. This defines a role for WT p53 as a critical regulator of self-renewal in LSC, and provides a therapeutically tractable route to improving TFR rates in CP CML.

## Results

### LSC signatures reflect BCR::ABL1-dependent ES cell circuitry

To provide molecular evidence of the similarities between LSC and ES cells, we first examined published bulk transcriptome data from peripheral blood CD34^+^CD38^−^ LSC and HSC^19^. We found ES cell-like signatures previously shown to be enriched in cancer cells^13,14^ were also enriched in LSC compared with HSC (Fig. 1a) whilst signatures of adult stem cells^25,26^ were depleted in LSC (Fig. 1a; Supplementary Fig. 1a). Additionally, LSC also displayed enrichment of signatures for c-MYC, E2F, DREAM complex targets^27^, and BRCA1/CHEK2 networks, the genes from which overlapped with those from ES cell signatures (Supplementary Fig. 1b). To explore the significance of these ES-related signatures, we examined the mean mRNA level of each signature across 19 clusters of peripheral blood derived CD34^+^CD38^−^ HSC or LSC obtained from single cell RNA-sequencing (scRNA-seq) (Supplementary Fig. 1c). A greater proportion of LSC compared to HSC showed high expression of ES-related signatures (64% in LSC versus 27% in HSC) (Fig. 1b) suggesting that they were a dominant feature of LSC molecular circuitry.

**Fig. 1:**
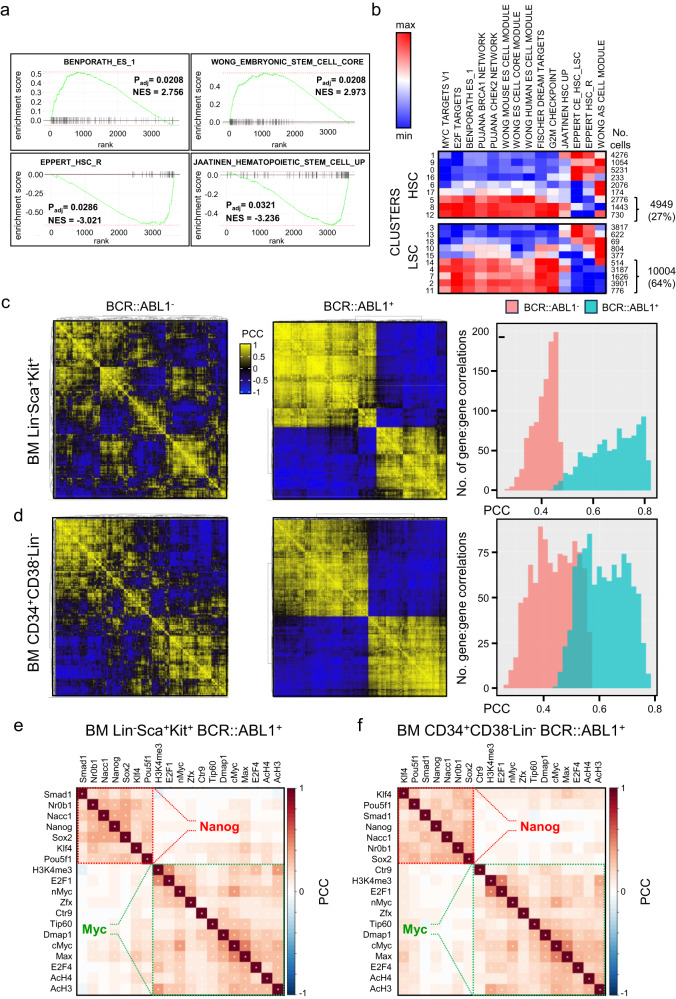
LSC display a BCR::ABL1-dependent ES cell regulatory network (ESC-REG). **a** ES cell and adult stem cell molecular signatures (MSigDB) identified by gene set enrichment analysis of LSC versus HSC (E-MTAB-2581^19^. P_adj_ derived by Wilkinson method (EGSEA) with Benjamini-Hochberg multiple testing correction. **b** Heatmaps showing mean expression of ES cell, adult stem cell and other related molecular signatures (MSigDB) in HSC and LSC clusters (see also Supplementary Fig. 1). Numbers of cells in each cluster are shown at the right. Total numbers of HSC and LSC (and percentages) showing high expression of ES cell signatures are bracketed. **c** Heatmaps depicting Pearson correlation coefficients (PCC) resulting from gene-pair analysis of candidate ESC-REG genes in murine BM-derived Lin^−^Sca^+^Kit^+^ expressing BCR::ABL1, compared with those for the same genes in murine BM-derived Lin^−^Sca^+^Kit^+^ lacking BCR::ABL1 expression. The histogram (right) shows the distribution of PCC across the gene set in the two conditions. **d** PCC for gene-pair analysis of candidate ESC-REG genes in human BM-derived CD34^+^CD38^−^Lin^−^ BCR::ABL1 ^+^ cells compared with those for the same genes in CD34^+^CD38^−^Lin^−^ BCR::ABL1 ^−^ cells (all from the same chronic phase CML patients). The histogram (right) shows the distribution of PCC across the gene set in the two conditions. **e** Heatmap shows PCC analysis for predicted TF and epigenetic co-occupancy of ESC-REG genes in murine BM Lin^−^Sca^+^Kit^+^ BCR::ABL1^+^ cells. **f** Heatmap shows PCC analysis for predicted TF and epigenetic co-occupancy of ESC-REG genes in human BM CD34^+^CD38^−^Lin^−^ BCR::ABL1 ^+^ cells. Source data are provided as a Source Data file.

We examined the molecular architecture of ES-related circuitry in CML cells further using bulk and scRNA-seq datasets obtained from BCR::ABL1^−^ and BCR::ABL1^+^ primitive bone marrow (BM) cells from a BCR::ABL1 transgenic murine model of CML and from CML patients^28^. 

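The murine cells came from the SCLtTA/BCR-ABL double transgenic model, in which withdrawal of tetracycline (TET) switches on human BCR::ABL1 in haemopoietic stem and progenitor cells. CD45.2+ donor cells were transplanted into CD45.1 recipient mice, and donor Lin−Sca+Kit+ cells, a fraction rich in stem and multipotent progenitor cells, were sorted from the BM for bulk RNA-seq. BCR::ABL1+ cells were taken after 2 weeks without TET (n = 6 libraries) and BCR::ABL1− cells from mice kept on TET (n = 6 libraries). The authors trimmed the reads, aligned them with HISAT2 and counted them on genes with featureCounts, and the deposited values are raw counts per gene, without normalization. The paper's text names the human genome for this step, while the deposited counts carry mouse Ensembl identifiers; the mouse build, the annotation and the use of strand are not named there, so no coordinates are given. Between 22804754 and 41832868 reads per BCR::ABL1− library were counted on genes (median 26999600), and between 16150817 and 25070105 per BCR::ABL1+ library (median 19829845.5). The paper states a sequencing depth of at least 50 M reads per library, and every value here uses the counts on genes. The median total was 1.36 times higher in BCR::ABL1− (two-sided exact permutation test of the totals, p = 0.0108, n = 6 per group). Mitochondrial genes took 0.816% to 1.288% of the counts in BCR::ABL1− libraries and 2.258% to 2.973% in BCR::ABL1+ libraries (two-sided exact permutation test, p = 0.00216, the smallest that 6 against 6 allow).

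The sample labels give a single sex for each group, so the sex in the labels and BCR::ABL1 expression cannot be separated in any comparison of the groups. In the libraries labelled male, Xist was counted at 3790 to 4417 CPM and Ddx3y had at most 24 counts. These values argue against the labels giving the sex of the sorted cells, while that of the recipient mice stays open. Replicates 1 to 5 of each group also carry library numbers of their own run, and only replicate 6 of both groups shares a run. The BCR::ABL1− libraries were close to one another, with a biological coefficient of variation of 10.8%, against 32.6% among the BCR::ABL1+ libraries and 24.6% without BCR::ABL1+ replicate 2. Counts were scaled with edgeR's TMM factors and expressed as log2 CPM (counts normalized for library size) with a prior count of 2. Genes were the murine orthologues in worksheet 3 of Supplementary Data 2, a list that the paper built from peripheral blood CML cells, and 1219 of them passed edgeR's filter on low counts. The candidate genes plotted in Fig. 1c were not used here, since the paper's text and its Supplementary Data 2 do not list them. Within each group, the Pearson correlation coefficient (PCC) of every gene with every other gene of the list was computed over the 6 libraries, and its absolute values were averaged per gene. Absolute values were taken because every bin of the histogram in Fig. 1c is positive. The paper's text does not say how expression values were scaled before this step.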

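In the murine BCR::ABL1+ cells, the mean absolute PCC over the 1219 genes was 0.451 (SD over genes 0.0763, n = 6 libraries). With only 6 libraries, unrelated genes already give a mean absolute PCC of 0.375, and 100 shuffles of each gene across the libraries gave 0.3745 to 0.3758. The 742371 gene pairs were positive in 58.9% of cases, 9.32% had a PCC above 0.8 and 3.43% one below −0.8. For 10000 random lists of the same size and mean expression, the value averaged 0.429 and ranged from 0.419 to 0.440, so the list lay above all of them. The first principal component of the standardized genes held 40.9% of the variance, against 21.6% after shuffling. It parted the list into 806 genes on one side and 413 on the other, with a mean PCC of 0.394 within the sides and −0.226 between them. Leaving out each library in turn gave a mean absolute PCC between 0.469 and 0.496, where 5 shuffled libraries gave 0.424. Of the alternatives set in advance, the one that moved it most kept 4 libraries per group, which gave 0.533, while unrelated genes also rise as libraries are removed. The highest values belonged to Polr2j (0.563), Fh1 (0.562), Rps15a (0.561), Rsl1d1 (0.561) and Sub1 (0.561). The annotation also lists processed copies of Rps15a, with which the authors' counting may have shared reads.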

Pearson correlation coefficient analysis of genes found in the ES-related signatures identified clusters of genes whose expression was highly correlated in BCR::ABL1^+^ cells (shown in yellow in the heatmap of Fig. 1c, d). 

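The same 1219 genes had a mean absolute PCC of 0.529 in the murine BCR::ABL1− cells (SD over genes 0.123, n = 6 libraries), with the same shuffled level as in BCR::ABL1+. The difference, BCR::ABL1+ minus BCR::ABL1−, was −0.0780, and 880 genes (72.2%) had the higher value in BCR::ABL1−. This difference was no larger than that of other splits of the 12 libraries into 6 and 6 (two-sided exact permutation test, p = 0.247, smallest possible p = 0.00216). Splits that mix the groups carry the difference in expression level between them into the correlations. With each gene centred on its group mean before permuting, which removes that shift, the permutation p for the same difference was 0.0325. A p with centred genes is approximate, because centred values are not fully exchangeable between groups. Their spread also differed, with a median SD of the list genes of 0.103 in BCR::ABL1− and 0.185 in BCR::ABL1+. In BCR::ABL1−, 79.3% of the gene pairs were positive, the first principal component held 54.5% of the variance, and it parted the list into 1103 and 116 genes. Across 23 alternatives chosen before the data were examined, the difference ranged from −0.159 to −0.0140. Their permutation p-values ranged from 0.0325, with centred genes, to 0.943, and 3 of them were under 0.05. Leaving out BCR::ABL1− replicate 6 gave −0.159 (exact permutation p = 0.0346) and leaving out BCR::ABL1− replicate 2 gave −0.0286 (exact permutation p = 0.805), where unrelated genes already give −0.0494 with 5 against 6 libraries. Less that level, a comparison chosen after the values had been seen, these were −0.11 (exact permutation p = 0.177, and 0.00433 with centred genes) and 0.0208 (exact permutation p = 0.788, and 0.749 with centred genes), so the direction changed without replicate 2. In the libraries other than replicate 6 of both groups, it was −0.141 (exact permutation p = 0.0476), while the remaining run holds 1 library per group and gives no correlation.

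The direction also depended on how libraries were scaled to one another. Under scalings chosen after the values had been seen, the mean absolute PCC of BCR::ABL1− was 0.436 with upper-quartile factors and 0.408 with each library centred on the median of the list, against 0.450 and 0.457 in BCR::ABL1+. Those differences were 0.0139 (exact permutation p = 0.9, and 0.768 with centred genes) and 0.0486 (exact permutation p = 0.604, and 0.288 with centred genes). Centring on the median of the list takes out movement shared by its genes by construction. Its lower value in BCR::ABL1−, where most pairs were positive, therefore does not bear on the direction. Among 10000 random lists matched on mean expression, the list lay above all in BCR::ABL1−, where they averaged 0.446, and its difference lay below all of theirs, which averaged −0.0165. With upper-quartile factors its difference was at percentile 75.7 of theirs. From the lower mean PCC shown for BCR::ABL1− cells in the histograms of Fig. 1c, d and the lack of the clusters there, the paper concludes that BCR::ABL1 directs the ES-like circuitry.

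**Figure D1:**
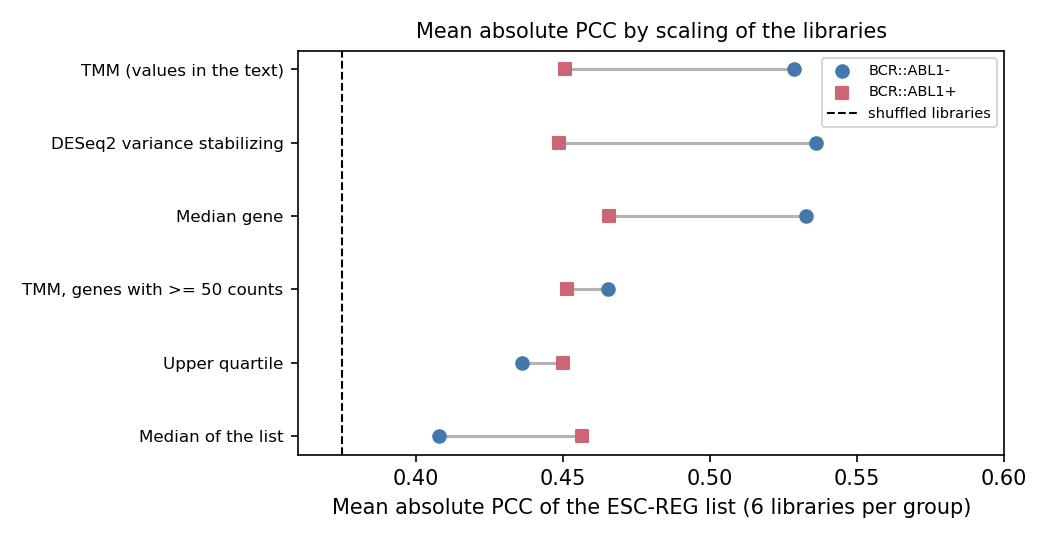
Mean absolute PCC of the 1219 ESC-REG genes (horizontal axis, no unit) in BCR::ABL1− (circles) and BCR::ABL1+ (squares) cells, 6 libraries each, under 6 scalings of the libraries (vertical axis); the dashed line marks shuffled libraries at 0.375. BCR::ABL1+ stays between 0.449 and 0.466, while BCR::ABL1− ranges from 0.408 to 0.536 and lies below BCR::ABL1+ under the last 2 scalings. Centring on the median of the list, which gave 0.408, takes out movement shared by its genes by construction. All but the upper 2 scalings were chosen after the values had been seen.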

BCR::ABL1 ^−^ cells lacked these clusters and displayed lower mean Pearson correlation coefficients for the same gene set (histograms of Fig. 1c, d), demonstrating that BCR::ABL1 directs this ES-like molecular circuitry. We then projected publicly available transcription factor (TF) binding and histone modification patterns derived from murine ESC^17^ onto our CML ES-related circuitry (which we termed ESC-REG) and performed correlation analysis to identify over-represented patterns of TF and histone modification co-occupancy at target genes. In both primitive BCR::ABL1^+^ murine BM or CML BM cells, genes from the ESC-REG were over-represented for patterns associated with either Myc-or Nanog–regulatory complexes, both highly characteristic of ES cell circuitry^14,17^ (Fig. 1e).

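For the murine cells, the binary binding profiles of Supplementary Data 2 were taken for the 921 genes with a mean absolute PCC above 0.4 in BCR::ABL1+. The correlation between profiles across these genes, which are not independent replicates, averaged 0.209 among the 9 factors drawn in the Myc group of Fig. 1e and 0.220 among the 7 of the Nanog group, against 0.0486 between the groups. The groups of Fig. 1e are those of a correlation of such binding profiles, so a higher mean within them follows from how they were drawn, and no test is given. The within-group mean exceeded the between-group mean by 0.165 for these genes, 0.178 for all genes of the list, 0.187 for the 298 genes at or below 0.4 and 0.164 for the 984 genes above 0.4 in BCR::ABL1−. Binding of each of 23 factors was then compared between members and the remaining genes with Fisher's exact test. The Benjamini-Hochberg adjusted p was under 0.05 for 5 factors in BCR::ABL1+. Binding was more frequent among members for Ctr9 (10.9% against 3.02%, odds ratio 3.91, Fisher's exact test, adjusted p = 0.000128), Kat2a (odds ratio 4.13, adjusted p = 0.0137) and Zfx (odds ratio 1.43, adjusted p = 0.0433). It was less frequent for the DREAM complex (22.9% against 36.2%, odds ratio 0.523, adjusted p = 0.000128) and E2f4 (odds ratio 0.693, adjusted p = 0.0433). In BCR::ABL1−, 2 factors passed, Dmap1 (odds ratio 1.9, Fisher's exact test, adjusted p = 0.0089) and cMyc (odds ratio 1.56, adjusted p = 0.0328), which had adjusted p-values of 0.237 and 0.203 in BCR::ABL1+. None of the 7 factors of the Nanog group passed in either group of libraries, and in BCR::ABL1+ Smad1 had an unadjusted p under 0.05 (odds ratio 0.273, Fisher's exact test, p = 0.0209, adjusted p = 0.0801). Histone marks were not analysed here.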

### Quiescent LSC are highly enriched for ES cell circuitry and have low *TP53*

We next explored how the CML ESC-REG circuitry was modulated in quiescent and cycling cells. Cell cycle predictions from scRNA-seq analysis of CML and normal CD34^+^CD38^−^ cells isolated from peripheral blood showed LSC had a noticeably higher proportion of cells in S or G/2 M when compared to HSC (Supplementary Fig. 2a, b) – consistent with cell cycle profiles observed in ESC^29^. Furthermore, using the same approach as described above (Fig. 1c, d), we identified highly correlated ESC-REG circuitry in cycling or quiescent CD34^+^ cells isolated from peripheral blood of CML patients^23^ (Fig. 2a panel i; Supplementary Fig. 2c; Supplementary Data 2). Notably, the circuitry within quiescent cells was significantly more characteristic of ES cells than that found in cycling cells (Fig. 2a, panel ii), and was predicted to be highly over-represented for Myc and Nanog complex co-occupancy at ESC-REG genes (Fig. 2b).

**Fig. 2:**
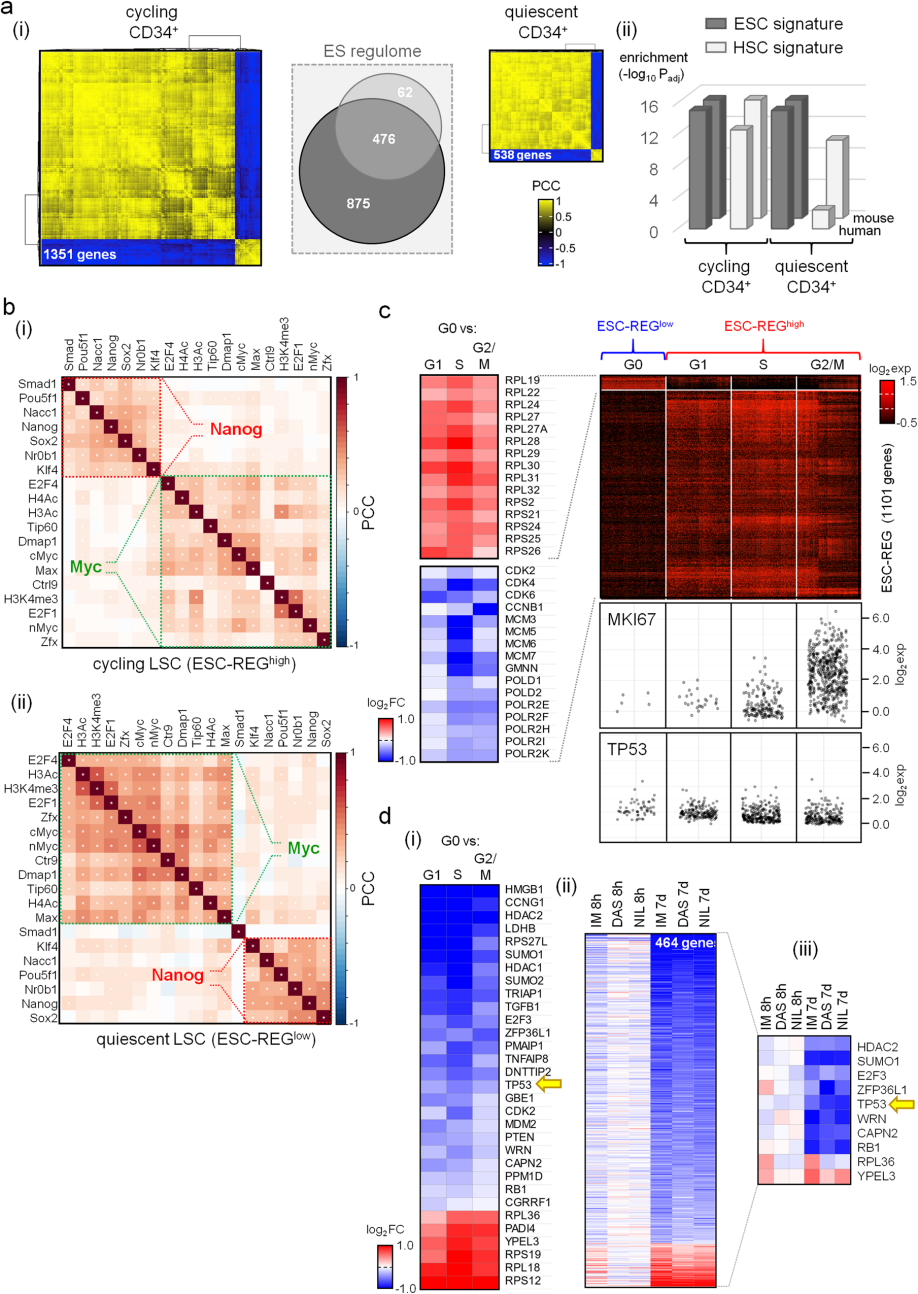
Genes within the ESC-REG, including TP53, are transcriptionally modulated in cycling and quiescent LSC and following TKI treatment. **a** (i) Heatmaps depicting Pearson correlation coefficients (PCC) resulting from gene-pair analysis of candidate ESC-REG genes in cycling and quiescent primary CML CD34^+^ cells. Venn diagram shows which of these genes are found in the ESC-REG of both cycling and quiescent CD34^+^ cells. (ii) Enrichment values (-log_10_ P_adj_) for human and murine ES cell and adult HSC signatures (StemChecker) for highly correlated genes in cycling and quiescent primary CML CD34^+^ cells from (i). **b** Heatmaps show PCC analysis for predicted TF and epigenetic co-occupancy of ESC-REG genes, highly correlated in cycling LSC (ESC-REG^high^; 1133 genes) or quiescent LSC (ESC-REG^low^; 207 genes). **c** ScRNA-seq analysis of differentially expressed ESC-REG genes in CML CD34^+^CD38^−^ LSC. **Righ**t: Heatmap showing the absolute expression of 1101 ESC-REG genes in each phase of the cell cycle (500 exemplar LSC per phase). Exemplar LSC in each cell cycle phase having detectable levels of expression for *MKI67* and *TP53* are shown below. **Left:** Heatmap showing DEG analysis of ribosomal protein genes (top) and cell cycle genes (bottom) in quiescent (G0) ESC-REG^low^ LSC versus ESC-REG^high^ LSC in G1, S and G2M. **d** (i) Heatmap showing expression of *TP53* (yellow arrow) and p53 target genes found in the ESC-REG in quiescent ESC-REG^low^ LSC versus ESC-REG^high^ LSC in G1, S and G2M. (ii) 464 genes from the ESC-REG that show differential expression when LSC are treated with a TKI for 8 hrs or 7 days (IM imatinib, DAS dasatinib, NIL nilotinib) (E-MTAB-2594)^59^. (iii) Heatmap showing expression of *TP53* (yellow arrow) and p53 target genes found within the 464 gene set shown in (ii). Source data are provided as a Source Data file.

Next, from the same scRNA-seq dataset, we identified 500 exemplar LSC from each phase of the cell cycle, including those showing low/absent expression of *MKI67*, compatible with the quiescent state. The *MKI67*^high^ cycling LSC showed noticeably higher expression of 1101 ESC-REG genes than *MKI67*^low^ quiescent LSC, and this included higher expression of a large set of canonical cell cycle regulators (Fig. 2c). Conversely, 101 ESC-REG genes were upregulated in the quiescent LSC, and these included 63 ribosomal protein genes, the upregulation of which is also characteristic of ES cells^30^. Given the overall expression profiles of the regulatory circuitry we identified, we defined quiescent and cycling LSC as having ESC-REG^low^ and ESC-REG^high^ molecular phenotypes respectively.

The gene encoding p53, *TP53*, is a member of the ESC-REG found in both BM derived and peripheral blood derived LSC (Supplementary Data 2). Quiescent ESC-REG^low^ LSC showed lower expression of *TP53* and lower expression of the majority of the p53 target genes within the ESC-REG (Fig. 2d). Strikingly, TKI treatment of LSC in vitro for up to 7 days, downregulated ES cell signatures (Supplementary Fig. 2d), and reduced expression of the majority of 464 deregulated ESC-REG genes, including *TP53* and p53 targets (Fig. 2e; Supplementary Data 3), suggesting that TKI treatment preserves, or possibly enhances, the ESC-REG^low^*TP53*^low^ phenotype. Based on our in silico analysis described above, we hypothesized that quiescent LSC, like ESC, require low levels of WT p53 to preserve their capacity to self-renew and that activation of p53 would target quiescent LSC and abolish their self-renewal capacity.

### Mdm2 inhibition impairs LSC survival in vitro in a p53-dependent manner

To test our hypothesis, we used a potent MDM2 inhibitor (MDM2i), idasanutlin (IDASA) to upregulate p53 in CML cells in vitro and in vivo and examined how this affected CFC, engraftment, and multilineage potentialities, and maintenance of a CD34^+^CD38^−^ cell pool (all qualitative or quantitative metrics of self-renewing LSC). Using CML cell lines that were either p53 WT or null (BV173 or K562/KCL22 respectively), we confirmed that the reduction of cell counts and CFC outputs, as a consequence of IDASA treatment, was dependent on WT p53 function (Fig. 3a; Supplementary Fig. 3a). Western blot analysis of IDASA treated BV173 cells also resulted in upregulation of p53 when used alone or in combination with the TKI nilotinib (NIL) (Fig. 3b). Similarly, treatment of CML CD34^+^ cells from patients in chronic phase or blast phase CML (all p53^WT^) with IDASA and/or NIL was effective at selectively increasing apoptosis and reducing CFC and LT-CIC outputs particularly when used in combination (Fig. 3c, d; Fig. S3b).

**Fig. 3:**
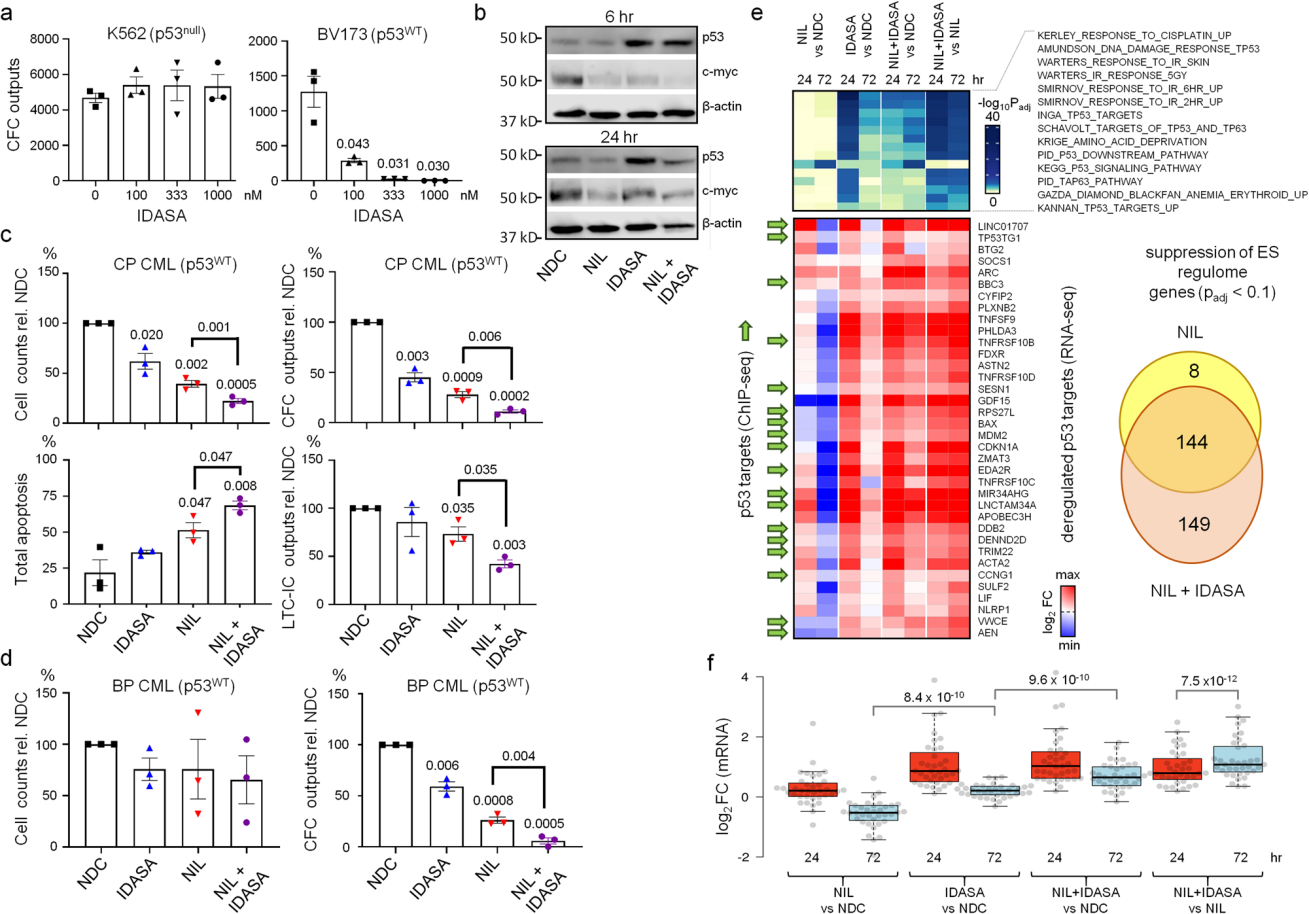
An MDM2 inhibitor, idasanutlin, in combination with nilotinib targets CML stem and progenitor cells in vitro in a p53-dependent manner. **a** **Left:** CFC outputs in K562 cells (p53^null^) after treatment with varying concentrations of idasanutlin (IDASA). **Right:** CFC outputs in BV173 cells after treatment with varying concentrations of IDASA (*n* = 3 passages for both). **b** Western blots showing levels of p53 and c-MYC (β-actin, loading control, run on separate blot) when BV173 cells were treated with IDASA (166 nM) +/- nilotinib (NIL;5 nM) for 6 or 24 hrs (replicated 3 times). **c** Effect of treatment with IDASA (100 nM) alone or in combination with NIL (3 µM) in vitro for 72 h on primary CML CD34^+^ cells (*n* = 3 independent samples) with respect to cell counts, CFC outputs, total apoptosis, and LTC-IC outputs. **d** Effect of treatment with IDASA (300 nM) alone or in combination with NIL (5 µM) in vitro for 72 h on blast crisis primary CML CD34^+^ cells (*n* = 3 independent samples) with respect to cell counts and CFC outputs. **e** RNA-seq analysis of primary CML CD34^+^ cells (*n* = 3 independent samples) treated with IDASA (100 nM) alone or in combination with NIL (3 µM) in vitro for 24 hrs and 72 hrs. Heatmap (top) shows enrichment values (-log_10_ P_adj_) for top-scoring MSigDB signatures between conditions. Heatmap (bottom) showing differential expression (log_2_ mRNA fold change) of 36 deregulated p53 targets (p53 targets from ChIP-seq = green arrows). Venn diagram shows a total number of ESC-REG genes significantly down-regulated by NIL or NIL + IDASA at 24 hr. **f** Boxplots summarising the changes in mRNA expression of 36 p53 targets (from RNA-seq; *n* = 3 independent samples). *P* values were determined using: two-sided paired Student’s t-test (panels **a**, **f**), one-sided paired Student’s t-test (panels **c**, **d**), two-sided unpaired Student’s t-test (panel **c**, total apoptosis only). Error bars in panels **a**, **c**, **d** are SEM. In panel **f**, center lines show the medians; box limits indicate the 25th and 75th percentiles; whiskers extend 1.5 times the interquartile range from the 25th and 75th percentile; outliers (dots) define minima and maxima. Source data are provided as a Source Data file.

To provide evidence for p53 activation at the molecular level, we performed bulk RNA-seq on CML CD34^+^ cells treated with these drugs for 24 or 72 hrs (Supplementary Data 4) and, in parallel, we identified p53 targets in CML cells by ChIP-sequencing (Supplementary Fig. 3c; Supplementary Data 5). NIL treatment alone for 24 hrs led to limited increases in p53 signalling as measured by statistical enrichment of p53 molecular signatures and increased expression of p53 target genes (Fig. 3e). IDASA treatment alone for 24 hrs was able to drive more robust increases in p53 signalling. However, increased p53 signalling was sustained for up to 72 hrs only when cells were treated with both NIL and IDASA in combination (Fig. 3e, f). This provided an explanation why the combination of NIL plus IDASA was more effective in vitro than IDASA treatment alone.

As highlighted previously (Fig. 2e), NIL treatment alone was accompanied by repression of ESC-REG genes (24 hrs) followed by repression of p53 signalling (72 hrs) (Fig. 3e). Curiously, treatment with NIL plus IDASA targeted repression of ESC-REG genes beyond that achieved with NIL alone, despite upregulating p53 targets (Venn diagram, Fig. 3e). To reconcile these findings, we showed that p53 may exert negative feedback on the ESC-REG; combined NIL plus IDASA treatment of the WT p53 BV173 CML cell line led to increased p53 while decreasing c-MYC, a key regulator of the ESC-REG (Fig. 3b). Thus, combined NIL plus IDASA treatment synergized to reinforce the ESC-REG^low^ state whilst simultaneously activating p53 – suggesting that MDM2 inhibition can activate p53 irrespective of the repressive effect on the ESC-REG found in quiescent LSC.

### Loss of colony forming potential of leukaemic cells upon p53 activation in vivo

Using a patient-derived xenograft (PDX) model (Fig. 4a), we observed the functional consequences of p53 activation on chronic phase CML LSC engrafted in murine bone marrow (BM). Mice were treated with and without IDASA for 5 days at the beginning of a 28 day cycle of treatment with nilotinib (NIL) to mirror MDM2i drug scheduling used in a trial setting (NCT02545283). This approach allowed us to also examine whether increasing p53 levels on a TKI background would also impair LSC function. We analysed the effects of these agents on human cell engraftment at both 5 and 28 days in separate cohorts (cohorts 1 and 2 in Fig. 4a). In parallel, we performed CFC assays on human CD45^+^ cells isolated from the BM of these PDX mice and calculated outputs based on cell equivalents plated. We observed no significant effects on the levels of human CD45^+^CD34^+^CD38^−^ LSC across any of the treatment arms compared with vehicle (VEH) at either time point (Supplementary Fig. 4a; Fig. 4b). However, at the end of the 28 day treatment, CFC outputs from mice treated with IDASA alone or in combination with NIL, showed marked reductions when compared to those from the VEH and NIL arms (Fig. 4b ii), despite showing no differences in levels of CD45^+^CD34^+^CD38^−^ LSC at that timepoint (Fig. 4b i). These data demonstrated that at the end of treatment, the remaining leukaemic cells were functionally impaired and had lost their colony-forming potential as a consequence of p53 activation.

**Fig. 4:**
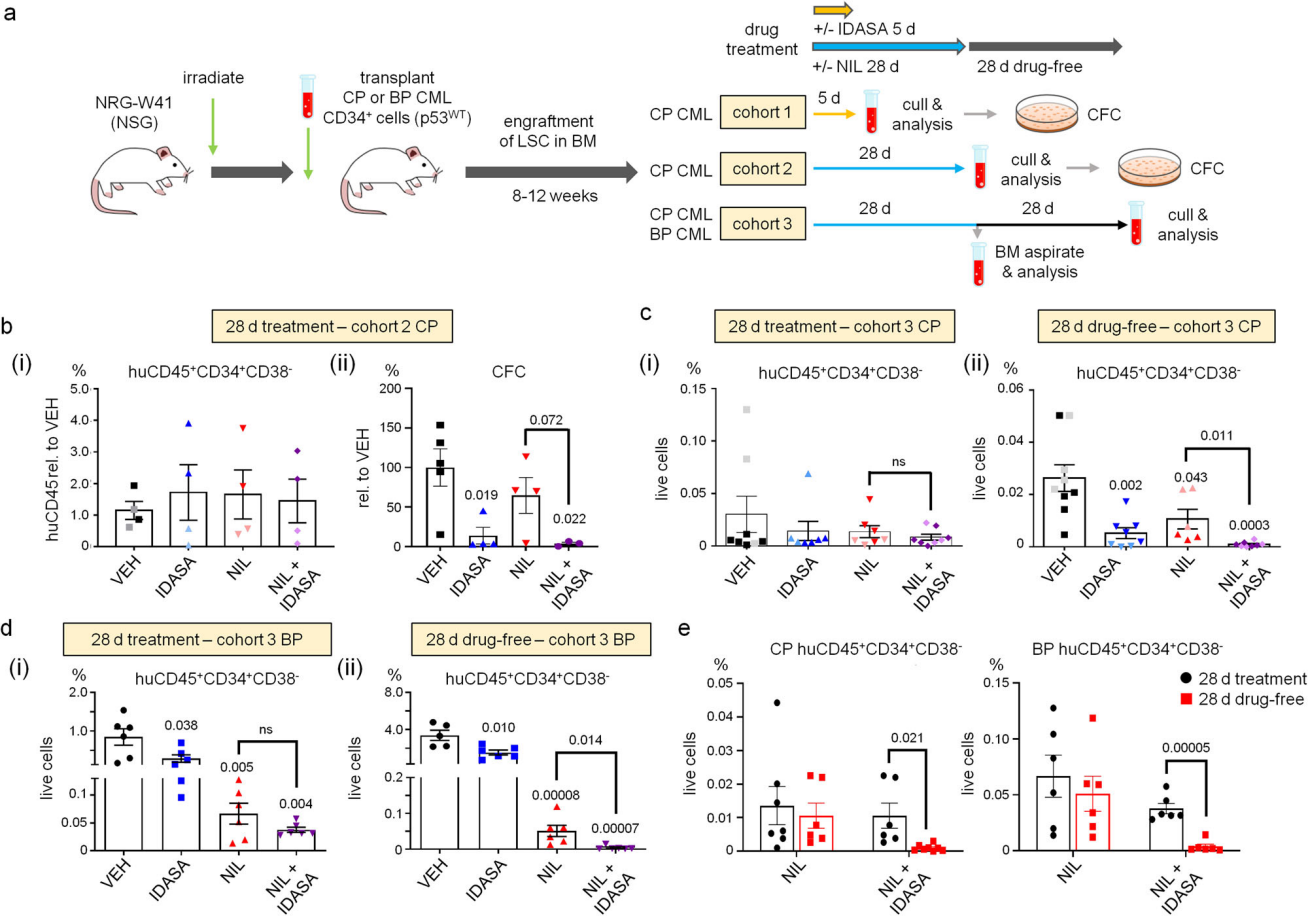
Idasanutlin in combination with nilotinib reduces colony forming capacity at end of treatment, and CD34^+^CD38^−^ CML cells upon drug withdrawal in patient-derived xenografts. **a** Experimental design. See also Methods for further details. Mice were treated with nilotinib (NIL) (50 mg/kg QD) for 28 days -/+ idasanutlin (IDASA) (150 mg/kg BD) for the first 5 days of treatment. At the end of 5 days (cohort 1) and 28 days (cohort 2) treatment, mice were analysed for human cell engraftment and clonogenic potential (CFC outputs). A third group of mice had BM aspirates taken for analysis at day 28 and were then left to recover for a further 28 days (treatment-free period) prior to final analysis (cohort 3). **b** Day 28 (cohort 2; chronic phase/CP). (i) Histogram shows levels of huCD45^+^34^+^38^−^ LSC in murine BM expressed as a percentage of huCD45^+^ levels in vehicle-only (VEH) control mice (*n* = 4/condition); (ii) Histogram shows clonogenic potential expressed as a percentage of the CFC output of VEH per 10,000 huCD45^+^ isolated by flow cytometry (*n* = 5 VEH; *n* = 4 IDASA,NIL; *n* = 3 NIL + IDASA). **c** Day 28 (cohort 3; CP). Histogram shows the percentage of huCD45^+^34^+^38^−^ cells (i) at end of treatment (*n* = 8 VEH; *n* = 7 IDASA, NIL; *n* = 8 NIL + IDASA) and (ii) at the end of a 28 day treatment-free period (*n* = 9 VEH; *n* = 8 IDASA; *n* = 6 NIL; *n* = 8 NIL + IDASA) as a percentage of live BM cells. **d** Day 28 (cohort 3; blast phase/BP). Histogram shows the percentage of huCD45^+^34^+^38^−^ cells (i) at end of treatment (*n* = 6/condition) and (ii) at the end of a 28-day treatment-free period (*n* = 6/condition) as a percentage of live BM cells. **e** Comparison of the levels of huCD45^+^34^+^38^−^ cells (CP left, BP right) at the end of treatment versus the end of 28 day treatment free period (samples sizes for each condition are as per panels **c** and **d**). In all cases, *P* values determined using two-sided unpaired Student’s t-test; error bars are SEM. Source data are provided as a Source Data file.

### p53 activation decreases the LSC through time during a treatment-free period

To monitor the longer-term effects of MDM2 inhibition/p53 upregulation on engrafted chronic phase CML LSC in a scenario where therapy is removed (mimicking TKI discontinuation), we performed serial analysis of human cells at the end of a 28-day cycle of NIL + /- IDASA treatment, and then again after a 28-day treatment-free period (cohort 3, Fig. 4a). No significant reductions in human LSC cell levels were detectable at the end of 28 days between any of the treatment arms (Fig. 4C; Supplementary Fig. 4b). However, by the end of the 28-day treatment-free period, levels of CD45^+^, CD45^+^CD34^+^ and CD45^+^CD34^+^CD38^−^ LSC showed noticeable reductions relative to VEH in the mice exposed to IDASA, or IDASA plus NIL, compared to those mice treated with NIL only (Fig. 4c; Supplementary Fig. 4c). Similar results were observed when we examined the effects of IDASA + /- NIL on LSC from blast phase CML in PDX mice (Fig. 4d; Supplementary Fig. 4d, e). Importantly, chronic and blast phase LSC levels at the end of the treatment-free period, were lower than those found at the end of treatment, particularly in mice treated with IDASA in combination with NIL when compared to those treated with NIL alone (Fig. 4e). These results are consistent with p53 activation promoting LSC loss/exhaustion - an effect observed 51 days after MDM2i treatment was withdrawn from the combination treatment arm (Supplementary Fig. 4e).

### p53 activation impairs engraftment potential of LSC

To examine whether MDM2i mediated p53 activation impairs LSC engraftment potential, we used a transplantable model of CML-like disease (SCL-tTA-BCR-ABL-inducible transgene) (Supplementary Fig. 5a)^31^. Treatment with either NIL or the combination of NIL plus RG7112, an MDM2i that targets murine MDM2^32^, showed excellent control of CML-like disease in primary recipient mice (Supplementary Fig. 5b–d) similar to the results reported by others^33^. When primitive cells were examined in the bone marrow (BM) within the donor CD45.2 cell population, there was a significant reduction in Lin^−^Sca^+^Kit^+^ (LSK) populations in the combination treatment compared to NIL alone and in the RG7112 only arm compared to VEH (Supplementary Fig. 5e). Within the CD45.2 long-term (LT)-HSC population, however, combined NIL plus RG7112 did not lead to significant reductions below that achieved by treatment with NIL alone (Supplementary Fig. 5f). To determine whether leukaemic LT-HSC engraftment potential had been impaired, we transplanted whole BM pools that had received either NIL or combination treatment into secondary cohorts; each recipient mouse was transplanted with 750 CD45.2 LT-HSC. Strikingly, we observed a significant decrease in the number of recipient mice that successfully engrafted CD45.2 cells from the combination arm compared to the NIL alone arm (2 of 7 versus 6 of 7; *p* = 0.05; Supplementary Fig. 5g). These data lend further support to the view that p53 activation impairs LSC function on a TKI background.

### p53 activation targets the most primitive LSC and correlates with increased ROS production

We extended our study to ask whether LSC function could be impaired in a pre-clinical setting that mirrored real world clinical scenarios aimed at achieving TFR – in other words, exposure to a TKI first, followed by addition of an MDM2i, then treatment discontinuation. Using our PDX paradigm, mice were first exposed to NIL for 7–14 days prior to the addition of IDASA for 5 days followed by a 28 day treatment-free period (Fig. 5a). Aligning with our previous results, the LSC (CD34^+^CD38^−^) showed marked decline only in the mice treated with both NIL and IDASA following the 28 day treatment-free period compared to mice treated with NIL only (Supplementary Fig. 6a, b). Strikingly, mice treated with NIL only, showed a significant increase in levels of the most primitive LSC (CD45^+^CD34^+^CD38^−^CD90^+^) at the end of the treatment-free period, when compared to the end of treatment, whilst levels of these primitive cells in mice exposed to NIL and IDASA in combination, declined (Fig. 5b). This was suggestive of the emergence of disease recurrence in the NIL only treated mice, following treatment discontinuation in this arm, but not in mice treated with both NIL and IDASA.

**Fig. 5:**
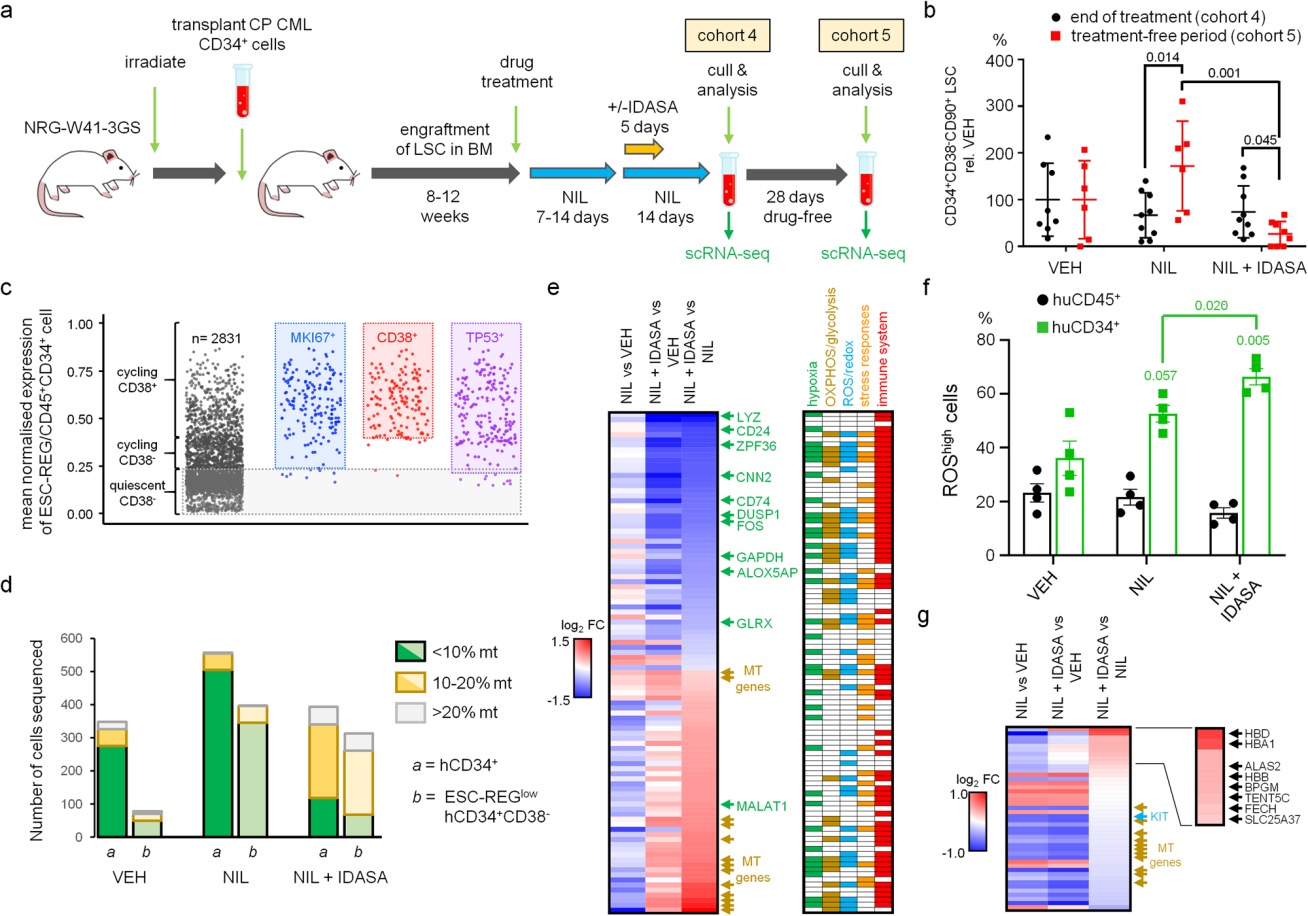
Molecular signatures of quiescent LSC exposed to idasanutlin in combination with nilotinib in vivo. **a** Experimental design. See main text and Methods for further details. Mice were treated with nilotinib (NIL) (50 mg/kg QD) for 7–14 days after which the cohorts received NIL for a further 14 days +/- idasanutlin (IDASA) (150 mg/kg BD) for the first 5 days. At the end of treatment (cohort 4) and after a further 28 days treatment-free period (cohort 5) mice were analysed for human cell engraftment and scRNA-seq was performed. **b** Levels of CD34^+^CD38^−^CD90^+^ cells detected at the end of treatment (cohort 4: *n* = 8 VEH, *n* = 9 NIL, *n* = 9 NIL + IDASA) and after a 28 day treatment-free period (cohort 5: *n* = 6 VEH, *n* = 6 NIL, *n* = 8 NIL + IDASA). **c** Dot plots depicting the mean expression of the ESC-REG in huCD45^+^CD34^+^ cells (VEH only from cohort 4; *n* = 6) analysed by scRNA-seq at the end of treatment. Sub-sets of these cells expressing *MIK67*, *CD38*, and *TP53* are shown to the right. Quiescent CD45^+^CD34^+^CD38^−^ LSC (grey panel) lie below the 95th quantile of cells expressing *MKI167*. **d** Histogram showing numbers of CD45^+^CD34^+^ cells across the three experimental conditions (VEH, NIL, NIL + IDASA) with respect to their percentage of mitochondrial gene content in scRNA-seq (cohort 4; *n* = 3 mice/condition). **e** Heatmap depicting DEG analysis for ESC-REG^low^ LSC treated with NIL or NIL + IDASA (cohort 4; *n* = 3 mice/condition). Genes significantly de-regulated by at least +/−0.5 log_2_ fold change in one of three comparisons are shown, together with functional annotation (MSigDB; right panel). **f** Histogram showing the percentage of ROS^high^huCD45^+^ or ROS^high^huCD45^+^CD34^+^ cells detected in each experimental condition (end of treatment; *n* = 3 mice/condition; independent experiment from those above). **g** Heatmap depicting DEG analysis for ESC-REG^low^ LSC treated with NIL or NIL + IDASA (cohort 5; *n* = 3 mice/condition). Genes significantly de-regulated by at least +/− 0.4 log_2_ fold change in one of the three comparisons are shown. *P* values in panels **b** and **f** were determined using the two-sided unpaired Student’s t-test; error bars are SEM. Source data are provided as a Source Data file.

To understand the molecular events that accompanied these observations, we performed scRNA-seq of human CD34^+^ cells engrafted in the BM of treated and untreated mice. Using our knowledge of how the expression of the ESC-REG is altered between cycling and quiescent LSC (Fig. 2c), we identified quiescent LSC as those CD34^+^ cells having low mean expression of the ESC-REG and low expression of *MKI67*, *CD38* and *TP53* (Fig. 5c). The majority of drug-naïve (VEH) quiescent LSC also displayed low levels of mitochondrial (mt) gene expression (Fig. 5d). In contrast, a large proportion of quiescent LSC isolated from mice exposed to NIL plus IDASA displayed high levels of mt gene expression (Fig. 5d; Supplementary Fig. 6c). We attributed this effect to stress and not reduced viability^34^, as nuclear gene content was no different between cells with high mt gene expression compared to those with low mt gene expression (Supplementary Fig. 6d). In line with this view, differentially expressed gene (DEG) analysis between the three experimental arms at the end of treatment revealed that quiescent LSC exposed to NIL plus IDASA had significant deregulation of genes modulated during oxidative stress. This included down-regulation of *FOS*, *DUSP1*, and *ZFP36*, the expression of which are critical for LSC survival in response to TKI^35^ (Fig. 5e; Supplementary Data 6). In addition, high levels of reactive oxygen species (ROS) in primitive human cells treated with NIL plus IDASA, detected across multiple PDX experiments by flow cytometry, reflected the molecular oxidative stress signature (Fig. 5f; Supplementary Fig. 6e). At the end of the 28-day treatment-free period, however, the oxidative stress signature was replaced with a molecular signature of erythroid-like cells (increased haemoglobin gene expression) (Fig. 5g; Supplementary Data 6), suggesting that the oxidative stress response was transient.

### Activation of p53 is accompanied by loss of LSC multi-lineage potential

Given that high ROS levels can lead to cellular commitment and differentiation, we next asked whether p53 activation resulted in changes in lineage potentialities of LSC in our PDX model. We used scRNA-seq to analyse the molecular profiles of human CD45^+^ cells isolated from the BM of PDX mice at the end of treatment with VEH or NIL in combination with IDASA. We identified a spectrum of mature human myeloid cell types^36–38^ along with stem and progenitor cells displaying ESC-REG circuitry in untreated mice (VEH) (Fig. 6a; Supplementary Fig. 7a, b). However, in mice from the NIL plus IDASA arm, primitive human ESC-REG cells and those from the neutrophil/monocyte/macrophage (NMM) and megakaryocyte/erythrocyte (ME) lineages were depleted, whilst the eosinophil/basophil/mast cell (EBM) lineage was expanded (Fig. 6a, b; Supplementary Fig. 7a–c). One cell cluster from the NIL plus IDASA arm also showed increased expression of *GATA1* (GT1) by DEG analysis, indicative of cells undergoing lineage differentiation^37^.

**Fig. 6:**
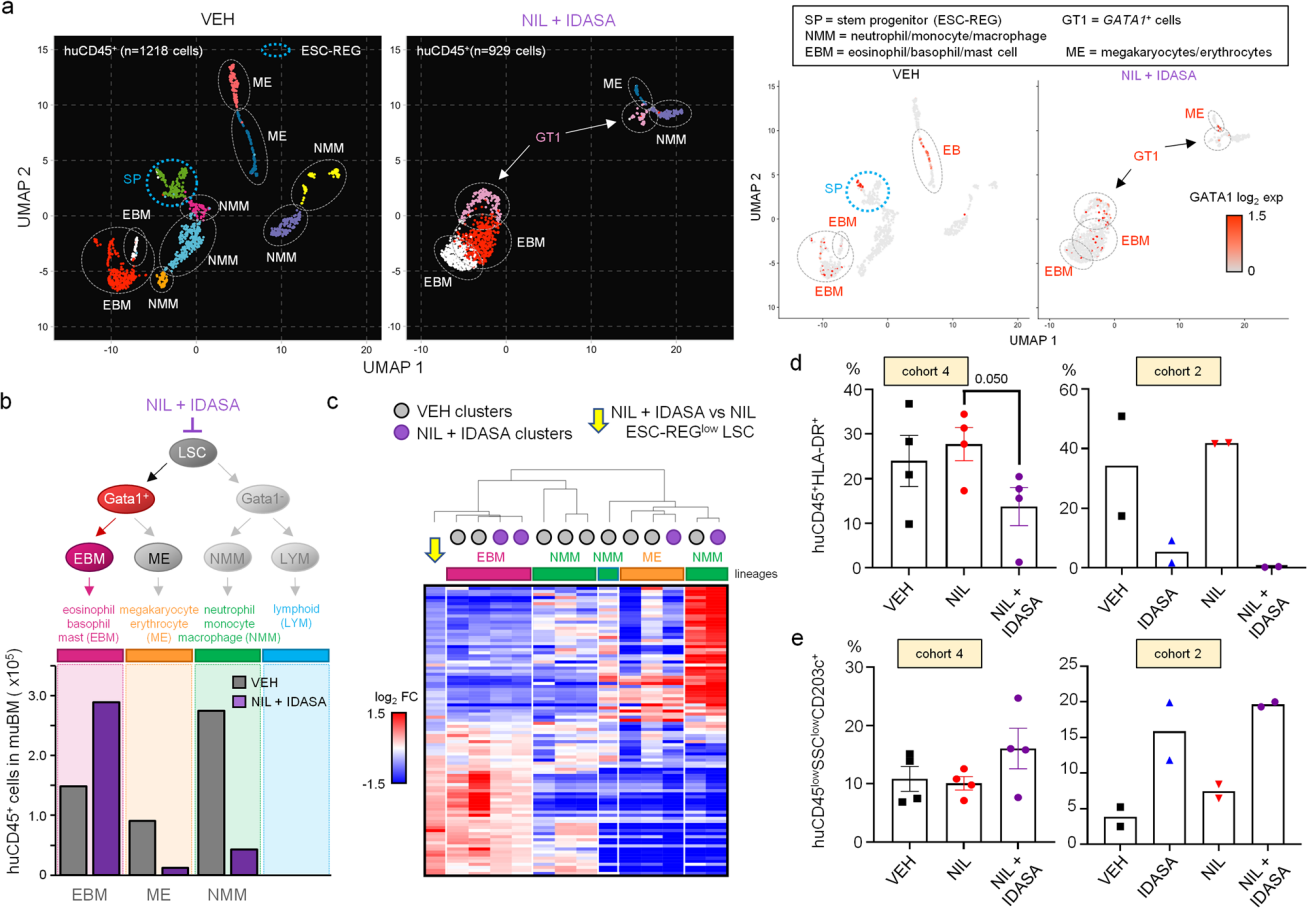
The loss of quiescent ESC-REG^low^ LSC in vivo results in skewed myeloid outputs. **a** scRNA-seq UMAP visualisations of huCD45^+^ cells isolated from untreated (VEH) mice (*n* = 1218 cells) and those treated with nilotinib (NIL) + idasanutlin (IDASA) (*n* = 929 cells) at the end of treatment (PDX; 3 mice/condition; independent experiment to those above) as per experimental design shown in Fig. 5a. Clusters (left panels) are classified by cell type enrichment scores (MSigDB) for up-regulated marker genes, and lineages as defined elsewhere^36,37^. Cluster of stem/progenitor (SP) cells enriched with marker genes found in the ESC-REG is highlighted (blue). *GATA1* expressing cells within these clusters are shown (right panels). **b** Schematic diagram of haemopoietic lineages adapted from^37,38^ (top panel). Histogram showing predicted absolute number of human CD45^+^ cells residing in the BM of mice (PDX) in VEH and NIL + IDASA arms based on scRNA-seq and lineage classifications determined in (**a**) (bottom panel). **c** Heatmap showing unsupervised clustering (Spearman’s rank correlation) of the ESC-REG^low^ LSC oxidative stress gene signature identified at the end of the 28 day treatment (NIL + IDASA vs NIL; yellow arrowhead; see also Fig. 5d) with lineage-defined huCD45^+^ cell types from UMAP visualisation shown in (**a**). **d** Histograms showing the levels of huCD45^+^HLA-DR^+^ cells from PDX where mice have been untreated (VEH) or treated with IDASA, NIL or NIL + IDASA. **e** Histograms showing the levels of huCD45^low^SSC^low^CD203c^+^ cells from PDX where mice have been untreated (VEH) or treated with IDASA, NIL or NIL + IDASA. Cohorts in (**d**) and (**e**) refer to experiments described in Figs. 4 and 5 (cohort 4, *n* = 4 mice/condition; cohort 2, *n* = 2 mice/condition). *P* values shown in (**d**) and (**e**) were determined using the two-sided unpaired Student’s t-test. Error bars are SEM. Source data are provided as a Source Data file.

Following on from these observations, we asked whether the molecular signature that we identified in ESC-REG^low^ LSC at the end of treatment with NIL plus IDASA (Fig. 5e) reflected any molecular re-wiring compatible with differentiation. We performed unsupervised clustering of this signature with those obtained by DEG analysis of the untreated and NIL plus IDASA treated human CD45^+^ myeloid cell populations. Strikingly, the end-of-treatment signature of LSC exposed to NIL plus IDASA showed a remarkable similarity with that of the EBM lineage suggesting that these LSC had been re-wired towards an EBM fate (Fig. 6c), and in agreement with the EBM-skewed human CD45^+^ molecular profiles observed in the NIL plus IDASA treated mice (Fig. 6a, b). We confirmed lineage skewing in the human CD45^+^ cells exposed to NIL plus IDASA immunophenotypically by flow cytometry: CD45^+^HLA-DR^+^ cells enriched for monocytes and macrophages were significantly depleted in mice exposed to NIL plus IDASA, whereas levels of CD45^low^SSC^low^CD203c^+^ cells characteristic of basophils were elevated across multiple experiments (Fig. 6d, e; Supplementary Fig. 7d). We did not observe evidence of such pronounced lineage skewing in human CD45^+^ cells exposed to NIL in any of our PDX experiments, providing support that p53 activation impairs quiescent LSC multi-lineage potential.

## Discussion

We describe here how similarities between the molecular programmes of LSC in CP CML and ES cells can be leveraged to develop a therapeutic strategy to impair LSC function. Such similarities extend beyond mere molecular signatures. Firstly, both ES cells and LSC show increases in the proportion of cells in S and G2/M and a decrease in G0/G1 compared to adult stem cells (Supplementary Fig. 2b). Such reductions in G0/G1 in ES cells are believed to promote pluripotency, discourage lineage commitment and differentiation^29^ and be p53-dependent^39^. Secondly, we predict that quiescent LSC share molecular signatures and regulatory programmes with ES cells, based on co-ordinated c-MYC and Nanog circuitry; a regulatory progamme which we demonstrate is BCR::ABL1 dependent (Fig. 1c–f). This circuitry is also reflected in the elevated ribosomal protein gene expression in quiescent LSC (Fig. 2c), a feature linked to ES cell pluripotency and self-renewal^30^. 

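For the murine cells of Fig. 1c, the expression level of the list was also compared. Its mean log2 CPM was 6.61 ± 0.0765 (SD, n = 6) in BCR::ABL1+ and 6.43 ± 0.0652 (SD, n = 6) in BCR::ABL1−, and every BCR::ABL1+ library was above every BCR::ABL1− library. The median log2 fold change was 0.19, with 592 genes higher and 334 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all 18438 genes tested, and 939 past it when adjusted over the list alone. Upper-quartile factors, the alternative that moved this median most, gave 0.27. Camera, a competitive gene set test with a preset correlation between genes, gave an adjusted p of 0.00391 over 21 lists, and fry in the same limma package gave 0.00962. With the correlation estimated from the libraries, the adjusted p was 0.718. Of the 11 lists that camera called, 11 held under fry and 0 with the estimated correlation. Genes that Supplementary Data 2 lists for cycling cells only had a median of 0.20 (camera adjusted p = 0.00807), those for both states 0.13 (0.0153), and the 49 genes tested for quiescent cells only 0.25 (0.0745). The last passed with fry (0.00555), with upper-quartile factors (0.047) and without BCR::ABL1+ replicate 3 (0.0464) or 5 (0.0445), in a range of 0.00555 to 0.123 over its alternatives. With the estimated correlation, which that range leaves out, it had 0.718. Myc had 301.3 ± 36.2 CPM (SD, n = 6) in BCR::ABL1+ and 320.7 ± 22.4 CPM (SD, n = 6) in BCR::ABL1−, a log2 fold change of −0.09 (standard error 0.0804, edgeR adjusted p = 0.36). Nanog had 0 counts in all 12 libraries, which allows up to 0.0717 to 0.186 CPM depending on the library. Such limits cover counting error only.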

How LSC mirror ES cells in these ways helps reconcile the phenotypic and molecular similarities previously observed between quiescent and cycling CML LSC^22–24^. In other words, quiescent LSC appear to utilise circuitry normally associated with proliferating ES cells.

Importantly, our data which includes loss of CFC, engraftment and multilineage potentials and reductions in the LSC pool through time as a result of MDM2 inhibition, supports a role for WT p53 in LSC self-renewal - a role we predicted based on the similarities between the molecular circuitry found in ES cells and LSC. This role for p53, to date, is largely unexplored in cancer stem cells where only mutant p53 has been shown to promote self-renewal^40–42^. We demonstrate that increasing p53 levels through MDM2 inhibition, particularly on a background of TKI, has a significant effect on the engraftment potential of LSC and results in loss of multi-lineage potential and LSC exhaustion over time. WT p53 has a well-established role as a negative regulator of self-renewal in adult stem cells, including HSC^43^, and in ES cells and induced pluripotent stem cells (iPSC)^20,21^. In these cells, lowering WT p53 activity facilitates their self-renew. p53 signalling in TKI-naïve CML CD34^+^ cells is indeed lower than that found in normal CD34^+^ cells^18^, suggesting LSC self-renewal may be more sensitive to levels of p53 activity than that of HSC, and lowering p53 levels in LSC may be required to balance out the proliferative effects of BCR::ABL1. Low p53 levels in LSC could also explain the similarities between the cell cycle profiles that we observed between ES cells and LSC, given the critical role that p53 has in controlling the ES cell cycle^39^.

Defining the ESC-REG^low^ and ESC-REG^high^ LSC states provides the means to robustly discriminate quiescent from cycling LSC at the molecular level in the scRNA-seq era. Furthermore, the ESC-REG circuitry we describe provides a mechanistic framework through which quiescent LSC, including those exposed to TKI therapy, adopt an ESC-REG^low^ state and reduce *TP53* expression, thereby helping to mitigate the negative effects of p53 activity and preserve their ability to self-renew. Given that c-MYC is predicted to be a key modulator of the ESC-REG in CML LSC, and that activation of p53 is associated with down-regulation of c-MYC and the ESC-REG (Fig. 3b, e), we cannot overlook the possibility that c-MYC and the ESC-REG also have roles in LSC self-renewal. This is consistent with our previous study which demonstrated that c-MYC has a critical role in LSC survival^18^. Furthermore, we cannot rule out the possibility that induction of apoptosis^33^ as well as loss of LSC self-renewal are both consequences of p53 activation in quiescent LSC. We did, indeed, observe induction of apoptosis within 24 hrs of p53 activation in CML CD34^+^ cells in vitro (Fig. 3c). However, the molecular changes we observed by profiling residual quiescent LSC by scRNA-seq at much later timepoints in vivo, are more characteristic of defects in LSC self-renewal. The transient oxidative stress and high ROS signatures observed in quiescent LSC at the end of treatment in PDX are consistent with deregulated oxidative stress responses being detrimental to self-renewal in HSC^44^ and LSC survival^45^. This signature, as well as the erythroid signature identified at the end of the 28 day treatment free period, also reflect changes in cell fate and lineage potentialities within the LSC compartment as a result of p53 activation. Such changes within the quiescent LSC compartment are consistent with findings from other studies which showed that primitive haemopoietic cells commit to cell fates much earlier than originally believed^37,38,46^. Additionally, inhibition of *ZPF36*, *DUSP1* and *FOS*, three known LSC survival targets^35^ may render quiescent LSC sensitive to TKI and contribute to their decline. It also supports a role for these three factors, and others which showed altered expression in quiescent LSC (Fig. 5e) upon combined MDM2 and BCR::ABL1 inhibition, in LSC self-renewal.

Clinically, residual quiescent LSC that persist in virtually all chronic phase CML patients on TKI therapy remains a significant bottleneck to treatment-free remission (TFR) and cure for the overwhelming majority of patients^12^. Achieving very deep responses to TKI therapy have allowed a proportion of chronic phase patients to discontinue TKI and achieve TFR, although mechanisms of how this is achieved are not fully understood^47^. Here we show that activation of p53, in both chronic and blast phases of CML, disables quiescent LSC self-renewal on a TKI background and reduces the level of residual LSC in PDX models - even when TKI treatment is initiated prior to p53 activation. Importantly, the consequence of loss of self-renewal is gradual exhaustion of the residual LSC pool once combined MDM2i plus nilotinib treatment is discontinued (Fig. 4e). Therefore, based on our data, the introduction of MDM2i into CML clinical trials may represent a highly effective approach to functionally disable LSC, thus preventing them from driving disease recurrence once TKI therapy is discontinued. Such a strategy is compatible with improving rates of TFR for CP CML patients. Given that the overwhelming majority of chronic phase CML patients do not present with, or acquire *TP53* mutations and have WT p53^48,49^, p53 activation represents a clinically tractable therapeutic strategy to achieve TFR, with a phase I/2 trial evaluating this strategy currently recruiting (NCT04835584). Some blast phase CML patients however are known to acquire *TP53* mutations, therefore genetic screening of patients would be required before this could be considered a viable treatment for this patient cohort. Given that ES cell circuitry is also found in other cancer stem cells and is likely to regulate multiple pathways and/or cellular functions, further exploration of these functions and developing other therapeutic strategies aimed at deregulating the ESC-REG and self-renewal across cancer types are warranted.

## Methods

### Study approvals

Our study complies with all ethical regulations as follows. Permission to use primary samples from CML patients and normal controls for research purposes was with written informed consent in all cases (West of Scotland Research Ethics Committee 4; REC Ref 10/S0704/2 15/WS/0077, 20/WS/0066). For mouse experiments, all experimental protocols were approved by the local AWERB committee and national Home Office (PD6C67A47), and all methods were carried out in accordance with standard animal housing conditions under local and UK Home Office regulations.

### Primary samples

Primary CML samples (Ph^+^ in > 90% of CD34^+^ cells) were obtained from peripheral blood of chronic phase (CP) or blast phase (BP) patients at point of diagnosis (3 bioreplicates from 3 different individuals for all experiments in this study). Normal control primary samples were obtained by mobilisation with granulocyte-colony stimulating factor (G-CSF) during lymphoma staging from individuals with no BM involvement. CML samples were chosen randomly for the experiments described without prior knowledge of age, sex, clinical outcome or response to TKI. The age and sex of individuals at the time of sample collection is provided in Supplementary Table 1. Individuals received no compensation for providing samples.

CD34^+^ cells were isolated from these samples using CliniMACS (Miltenyi Biotech) and stored frozen in liquid N_2_. Once thawed, CML CD34^+^ cells were cultured in serum-free media (20% BIT, 100 μM β-mercaptoethanol, 0.04 mg/mL low-density lipoprotein, 2 mM L-glutamine and 1% penicillin-streptomycin in Iscove’s Modified Dulbecco’s Medium/IMDM; see Supplementary Data 7 for additional reagent details) containing physiological levels of growth factors (SCF 0.2 ng/mL, G-CSF 1 ng/mL, GM-CSF 0.2 ng/mL, IL-6 1 ng/mL, LIF 0.05 ng/mL, MIP-α 0.2 ng/mL). Control, normal CD34^+^ cells were cultured in serum-free medium in high growth factors (SCF 100 ng/mL, G-CSF 20 ng/mL, IL-3 20 ng/mL, IL-6 20 ng/mL, Flt3 100 ng/mL). For isolation of stem cells (CD34^+^CD38^−^), CD34^+^ cell samples were stained with anti-human (hu) CD34-APC, CD38-V450 or CD38-Pe-Cy7 antibodies (see Supplementary Data 8 for antibody details), before being subjected to fluorescence-activated cell sorting (FACS) to obtain the stem cell populations using a FACSAria^TM^ Fusion cell sorter (BD Biosciences).

### Cell lines

BV173^50^, K562^51^, and KCL-22^52^ cell lines (mycoplasma-negative; tested in-house on a regular basis) were obtained from DSMZ (cat. no. ACC 20, ACC 10, ACC 519 respectively) and authenticated by Northgene Ltd, Newcastle in 2020 using short-tandem repeat (STR) profiling. Cells were grown in Roswell Park Memorial Institute (RPMI) 1640 medium (Thermo Fischer) supplemented with 10–20% foetal bovine serum (FBS) (Thermo Fischer), 2 mM L-glutamine and 1% (v/v) penicillin-streptomycin. These cells were treated with nilotinib and/or idasanutlin (reconstituted in DMSO) as described in the main text and below.

### Cell expansion, apoptosis, and cell cycle analysis

Primary CD34^+^ cells from CP or BP CML patients and normal controls were cultured as above for up to three days at concentrations of nilotinib (Selleckchem) and/or idasanutlin (Roche, New York) described in figure legends or main text. Cell expansion over time was determined by counting viable cell numbers using trypan blue exclusion, results are shown relative to the untreated control. To determine the extent of cells moving into apoptosis following compound treatments, cells were incubated with Annexin V–APC and 4’,6-diamidino-2-phenylindole (DAPI; Abcam) and analysed by flow cytometry. Annexin V and Annexin V-DAPI positive cells were defined as apoptotic. BV173, K562, and KCL-22 cells were treated with varying concentrations of idasanutlin for 72 hrs. BV173 cells were also treated with nilotinib (5 nM) or idasanutlin (166 nM) or a combination of the two for 6 or 24 hrs.

### Colony-forming cell assays and long-term colony-initiating culture (LTC-IC) assays

For colony-forming cell (CFC) assays, cells cultured with or without idasanutlin ± nilotinib for 3 days were seeded at 1000 cells/mL in 3 mL MethoCult (StemCell Technologies), divided between, and spread over, two 35 mm dishes, and the number and morphology of colonies determined after 12 days incubation at 37 °C and 5% CO_2_. Alternatively, CFC assays for human CML cells engrafted into the BM of PDX mice and treated with compounds (described below) were carried out by plating 2.5 × 10^4^ to 1.5 × 10^5^ human CD45^+^ cells or 2.5 × 10^3^ human CD34^+^ cells divided between two dishes of methylcellulose, incubated and scored as above.

To determine the survival of the more primitive haemopoietic and leukaemic stem cells, long term colony-initiating cell (LTC-IC) assays were used. CML and normal CD34^+^ cells (*n* = 3 bioreplicates for CML; *n* = 3 bioreplicates for normal) were cultured as above -/+ idasanutlin and/or nilotinib for 3 days before being plated on established M2-10B4 and SL/SL modified murine fibroblast feeder layers. The feeder layer had previously been treated with mitomycin C at 50 μg/mL for 30 min at 37 °C and 5% CO_2_ to arrest cell cycle progression, then washed thrice with PBS and left in 1 mL MyeloCult (StemCell Technologies) for 24 h. Surviving cells from the drug treatments (5 × 10^4^) were placed on the feeder layers in 1 mL MyeloCult in duplicate and maintained for 6 weeks, without the drug and with half medium changes weekly, supplemented with hydrocortisone at a final concentration of 1 × 10^−6^M. After 6 weeks, cells were counted by trypan blue dye exclusion, and all viable cells were transferred to CFC assays in duplicate, maintained in culture for 12–14 days, and then colonies were counted as described above.

### Western blotting

Total cellular protein was extracted from BV173 cells by lysis in RIPA buffer (Thermo Fisher) with the addition of phosphatase and protease inhibitors (both Roche). Cell lysates were run on NuPAGE™ 4–12% Bis-Tris polyacrylamide gels (Thermo Fisher), and transferred to nitrocellulose membrane before being probed with the appropriate antibodies. Antibodies used were p53 (Santa Cruz Biotechnology), c-Myc (Abcam), and b-actin (Cell Signalling Technology) (see Supplementary Data 8). Full scan blots can be found in the Source Data file.

### CML double transgenic (DTG) mouse model

Eight to twelve-week-old B6.SJL recipient mice of both sexes (CD45.1) were irradiated with two doses of 4.25 Gy, 3hrs apart and transplanted with 2 × 10^6^ SCLtTA/BCR-ABL (DTG) mouse BM cells (CD45.2) via tail vein injection. The DTG donor cells were derived from a pool of BM from at least ten individual DTG mice of both sexes (8–15 weeks) which had been frozen and stored in liquid N_2_. Donor cells were recovered from frozen overnight in IMDM + 20% FBS before transplant. Tetracycline (TET) was included in the drinking water for two weeks post-transplant to allow time for recovery and engraftment. Two weeks post-irradiation, TET was removed, allowing BCR::ABL1 expression and leukaemia development. Peripheral blood was obtained from mice by tail vein bleed into EDTA tubes over a 2–3 week period. Following ACK buffer lysis, engraftment and myeloid cell levels were monitored in the blood by staining with antibodies for CD45.1, CD45.2, Gr-1 and Mac-1 followed by flow cytometry to confirm leukaemia development. Mice were treated with vehicle(s), nilotinib (LC Laboratories), RG7112 (Roche, New York) alone or in combination with nilotinib for 28 days. Nilotinib was administered once daily by oral gavage at a dose of 50 mg/kg in its vehicle (10% NMP in PEG300). RG7112 was administered once daily by oral gavage at a dose of 100 mg/kg in its vehicle (2% Klucel LF, 0.10% Tween 80, 0.09% methylparaben, 0.01% propylparaben in water pH 6.46). At the end of treatments, all mice were euthanised and their spleens, blood, and BM harvested. Blood cell counts were analysed using a HemaVet 950 (Drew Scientific), including white blood cells (WBC) and neutrophils. Myeloid cell levels were determined by flow cytometry as above. Spleens were weighed and cells were extracted in PBS/2% FBS. BM was recovered from the hind legs (ilia, femurs, and tibia) of each mouse by crushing using a mortar and pestle in PBS/2%FBS. Cells from the spleen and BM were filtered through 70 mm cell strainers for cell counts and flow cytometry. Cell counts were determined using a Casy cell counter (Cambridge Bioscience), following the manufacturer’s instructions. Donor cell engraftment and myeloid cell levels were measured in BM by flow cytometry as above. The following donor (CD45.2) cell populations: LSK (Lin^−^Sca1^+^c-Kit^+^) and LT-HSC (Lin^−^Sca1^+^c-Kit^+^CD150^+^CD48were stained and monitored by flow cytometry using the FACSVerse Flow Cytometer (BD Biosciences) (Supplementary Fig. 8). For secondary transplantation experiments, at end of treatment, BM from the nilotinib (*n* = 6) and RG7112+nilotinib (*n* = 5) treated arms were pooled and 3 × 10^6^ cells/mouse transplanted into 8–12 week old B6.SJL CD45.1 mice irradiated with 2 × 400 cGy, 3 h apart. CD45.2+ cell engraftment levels were monitored in the blood every 4 weeks for 16 weeks at which point the mice were euthanised and multi-lineage engraftment determined in the BM as above. Number of mice used in each DTG experiment were as follows: primary transplants: *n* = 44; secondary transplants: *n* = 14. Mice were monitored closely throughout each experiment for signs of ill-health, distress or leukaemia development (e.g. ruffling of fur, reluctance to move, weight loss, palpable tumours). Mice were culled humanely if body weight loss reached 20% of its starting body weight or when any palpable tumour size exceeded 1.3 cm. In no instances were these limits exceeded. All transgenic mice were kept under the following conditions: light/darkness: 12/12 hr, temperature: 22 + \−2; humidity: 45–65%.

### PDX experiments

CML CD34^+^ cells were transplanted (1 × 10^6^ cells per mouse) via tail vein injection into female 8–12-week-old sub-lethally irradiated immune-compromised mice (200 cGy). Male mice were not used as they are more likely to fail to engraft human CML cells and would not contribute data to the study. Mouse models used were NSG (NOD.Cg-*Prkdc*^*scid*^ *Il2rg*^*tm1Wjl*^/SzJ), NRG- *W*^41^*/W*^41^ (NOD.Cg-*Rag1*^*tm1Mom*^ *Kit*^*W-41J*^ *Il2rg*^*tm1Wjl*^/EavJ) mice^53^ and NRG- *W*^41^*/W*^41^ -SGM3 (NOD.Cg-*Rag1*^*tm1Mom*^ *Kit*^*W-41J*^ *Il2rg*^*tm1Wjl*^ Tg(CMV-IL3, CSF2, KITLG)1Eav/J) (The Jackson Laboratory, the Eaves laboratory, Vancouver or bred in house). Eight to 12 weeks post-transplant, human cell engraftment was determined by measuring human CD45^+^ cells in the blood of transplanted mice by flow cytometry. Those mice showing evidence of huCD45^+^ cell engraftment were randomized and treated with vehicle(s), nilotinib (LC Laboratories), and/or idasanutlin according to the schedules described in the main text. Nilotinib was administered once daily by oral gavage at a dose of 50 mg/kg in its vehicle (10% NMP in PEG300). Idasanutlin was administered twice daily by oral gavage at a dose of 150 mg/kg in its vehicle (2% Klucel LF, 0.10% Tween 80, 0.09% methylparaben, 0.01% propylparaben in water pH 6.46). At the end of treatment, all mice were euthanised and the BM harvested from the two hind legs (ilia, femurs, and tibias) of each mouse by crushing in a mortar and pestle as described above. BM was filtered and stained with mouse CD45-APC-Cy7, huCD45-PE, huCD34-APC and huCD38-Pe-Cy7 (all BD Biosciences) and the immunophenotypes of engrafted human cells determined by flow cytometry. For isolation of human cells from PDX model (huCD45^+^ and huCD45^+^34^+^) for scRNA-seq, CFC or FISH, mouse BM cells were co-stained with muCD45 APC-Cy7 and huCD45 PE to distinguish mouse and human cells, together with huCD34 APC where appropriate, before being subject to FACS using the FACSAria^TM^ Fusion cell sorter (BD Biosciences) to isolate the specified human populations (Supplementary Fig. 8). Number of mice used in each PDX experiment (see main text for details) were as follows: cohort 1: *n* = 19; cohort 2: *n* = 16; cohort 3 (CP): *n* = 31; cohort 3 (BP): 24; cohort 4: *n* = 26; cohort 5: *n* = 20. Mice were monitored closely throughout each experiment for signs of ill-health, distress or leukaemia development (e.g. ruffling of fur, reluctance to move, weight loss, palpable tumours). Mice were culled humanely if body weight loss reached 20% of its starting body weight or when any palpable tumour size exceeded 1.3 cm. In no instances were these limits exceeded. All immune-compromised mice were kept under the following conditions: light/darkness: 12/12 hr, temperature: 22 + \−2; humidity: 45–65%.

### Fluorescence in situ hybridization (FISH)

Colonies from LTC-IC clonogenic outputs and human CD45^+^ cells from PDX mice were scored for the presence of the Philadelphia chromosome (Ph^+^). FISH was performed with the LS1 BCR-ABL Dual Color, Dual Fusion translocation probe according to the manufacturer’s instructions (Vysis). For each LTC-IC, nuclei from at least 10 colonies were scored where possible. One hundred nuclei were scored from BM from each xenograft.

### Bulk-cell RNA-sequencing

Primary CD34^+^ CML cells (*n* = 3) were treated with nilotinib (3 µM), idasanutlin (166 nM), or a combination for 24 hr and 3 days and cells were pelleted and total cellular RNA extracted from a minimum of 1 × 10^6^ cells in TRIzoL^TM^ Reagent (Thermo Fisher). The concentration of the RNA was measured using the Nanodrop 2000, and the quality and RIN value was determined using the Agilent Bioanalyser RNA Nano kit (Agilent). RNA libraries were then prepared using the TruSeq RNA Library Prep Kit v2 (Illumina) with single indexing following the manufacturers’ instructions. For RNA-seq analysis of murine CD45.2^+^Lin^−^Sca^+^Kit^+^ BM cells (see SCLtTA/BCR-ABL/DTG transplants as described above), BCR::ABL1 expression was induced by TET withdrawal for two weeks in one cohort (*n* = 6), while TET was administered in a second cohort for two weeks to suppress BCR::ABL1 expression (*n* = 6; control group). CD45.2^+^Lin^−^Sca^+^Kit^+^ were isolated from the BM of CD45.1 B6.SJL recipient mice by flow sorting, RNA extracted using the RNAeasy Mini Kit Plus (Qiagen) and libraries prepared using the Kapa RNA HyperPrep kit (Roche). Paired-end sequencing was performed by the Glasgow Precision Oncology Laboratory (GPOL; University of Glasgow) on a HiSeq4000 (Illumina) and each library was sequenced to a depth of at least 50 million reads.

### ChiP-sequencing

BV173 cells were cultured for 6 hrs with and without idasanutlin (300 nM). Ten million cells were pelleted and resuspended in FBS-free RPMI media and cross-linked by adding methanol-free paraformaldehyde (VWR; final conc. 1%) for 15 min with gentle stirring. Cross-linking was quenched by adding glycine [0.125 M]. Cells were then pelleted, washed in PBS and pelleted again. Cells were resuspended in ∼1.5 x pellet volume of cell lysis buffer (10 mM Tris-HCl pH 8.0, 10 mM NaCl, 0.2% Igepal CA-630; protease inhibitors) and incubated for 10 min on ice. The cell nuclei were pelleted for 5 min at 4 °C and resuspended in 1.2 mL of nuclear lysis buffer (NLB 50 mM Tris-HCl pH 8.1, 10 mM EDTA, 1% SDS, protease inhibitors) and incubated on ice for 10 min. Volume was increased to 2 mL by adding 0.72 mL of immunoprecipitation (IP) dilution buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA 1% Triton X-100, 0.01% SDS, protease inhibitors) and the chromatin was transferred to a 5 mL tube and sheared to a fragment size of 200-500 bp by sonication. The sheared chromatin was diluted with 4.1 mL of IP dilution buffer and pre-cleared by adding 10 μg rabbit IgG (Millipore) for 1 hr followed by incubation with 200 μL of protein G-agarose bead suspension (Roche) for 3 hr. The protein G-agarose beads were pelleted and 1.35 mL of the chromatin was added to 10 μg of p53 antibody (Santa Cruz Biotechnology) for overnight incubation. ChIP was carried out by adding 100 μL protein G-agarose beads suspension for 3 hr. Beads were washed (twice in 20 mM Tris-HCl pH 8.1, 50 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.01% SDS; once in 10 mM Tris-HCl pH 8.1, 250 mM LiCl, 1 mM EDTA, 1% IGEPAL CA630, 1% deoxycholic acid; twice in 10 mM Tris-HCl 1 mM EDTA pH 8.0). The immune complexes were eluted from the beads (twice in 225 μL of 100 mM NaHCO3, 0.1% SDS). Crosslinks were reversed by adding 0.2 μL of RNase A (10 mg/mL, ICN) and 27 μL of 5 M NaCl to the eluates with incubation at 65 °C for 6 hr and then overnight at 45 °C in the presence of 90 μg proteinase K (Invitrogen). DNA was purified by phenol-chloroform extraction followed by ethanol precipitation and resuspension in 50 μL of water. ChIP-sequencing libraries were generated using the Nextera XT DNA Library Preparation Kit (Illumina) with dual indexing (Nextera XT Index Kit, Illumina) following manufacturers’ instructions. Paired-end sequencing was performed by GPOL on a HiSeq4000 and each library was sequenced to a depth of at least 50 million reads.

### scRNA-seq

Single cell capture and cDNA libraries were prepared using the Chromium™ Single Cell 3’ and 5’ gene expression library and gel bead kits v2 and v1 respectively and the Chromium™ Single Cell A Chip Kit (10X Genomics) according to the manufacturers’ instructions. Briefly, human CD45^+^/CD45^+^34^+^ cells from PDX BM or huCD34^+^CD38^−^ cells from primary CD34^+^ samples (*n* = 5 CML; *n* = 5 normal) were isolated by FACS and carefully washed and resuspended to a concentration of 700 cells/μL and loaded onto the Chromium™ Single Cell A Chip (2000–10000 cells) according to manufacturers’ instructions. Samples were then processed on a Chromium Controller (10X Genomics) to produce full length, 10X barcoded cDNA. Following cDNA amplification, single indexed gene expression libraries were constructed, again using the manufacturers protocol. Paired-end sequencing was performed by GPOL on a HiSeq4000 and each library was sequenced to a depth of at least 40,000 reads per cell.

### Analysis of scRNA-seq data

ScRNA-seq data were pre-processed using the 10X Genomics Cell Ranger (3.1.0)^54^ suite of analysis pipelines. Demultiplexing of raw base call (BCL) files produced by the Illumina Hiseq4000 platform and conversion to FASTQ file formats was performed using the *cellranger mkfastq* pipeline. Alignment of sequencing reads (FASTQ) to the GRCh38 (GENCODE v32/Ensembl 98) human genome assembly was performed using the *cellranger count* pipeline. Seurat (3.2.3)^55^ in R (3.6.3) was used to perform QC and all further analysis and exploration of our scRNA-seq datasets. Single cell transcriptomes that had fewer than 500 genes and greater than 10% mitochondrial gene counts in CD34^+^CD38^−^ cells isolated from peripheral blood samples were excluded from further analysis. Single human cells isolated from murine BM (PDX) that had fewer than 200 genes and greater than 20% mitochondrial gene counts were excluded from further analysis (for reasons discussed in the main text).

All scRNA-seq datasets were normalised using “LogNormalize” with scale.factor = 10000 and scaled using “ScaleData”. *“RunPCA”* was used for dimensionality reduction on the scaled scRNA-seq data. We used stem cell signatures^14,25,26^ (Supplementary Data 1) as PCA features for dimensionality reduction of scRNA-seq data from CML and normal CD34^+^CD38^−^ cells isolated from peripheral blood. Alternatively, we used the top 2000 most highly variable genes as PCA features for dimensionality reduction of CD45^+^ or CD45^+^CD34^+^ human cells isolated from murine BM (PDX). The first 30 principal components from PCA results were selected to construct a K-nearest neighbour (KNN) graph by *“FindNeighbors”*, which were clustered by Louvain algorithm from *“FindClusters”* thereafter. We used umap from *“RunUMAP”* to visualise the clustered cells. *“FindMarkers”* was performed to find the DEG (i.e., marker genes) of a single cluster compared with all other clusters. Cell cycle phase scores were calculated by “CellCycleScoring” based on sets of curated genes known to be expressed at different stages of the cell cycle^56^. This assigned individual cells to different stages of the cell cycle (G0/G1, S or G2/M based on their relative expression levels of curated cell cycle genes.

### ESC-REG construction

We constructed ES cell regulomes (ESC-REG) for murine BM derived BCR::ABL1 ^+^ Lin^−^Sca^+^Kit^−^ cells (GSE242036), human BM derived CD34^+^CD38^−^Lin^−^ BCR::ABL1 ^+^ cells (GSE76312)^28^ and quiescent and cycling CML CD34^+^ BCR::ABL1 ^+^ cells from peripheral blood (E-MTAB-2508)^23^ as follows: we identified candidate regulome genes as the intersection of gene sets from relevant MSigDB^57^ signatures (shown in Supplementary Fig. 1a, b) with those that were the union of differentially expressed genes of CML versus normal CD34^+^CD38^−^ cells (E-MTAB-2581)^19^. Using gene expression values from the relevant datasets we performed gene-pair Pearson correlation analysis. 

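In the murine cells, 921 of the 1219 orthologues (75.6%) had a mean absolute PCC above 0.4 in BCR::ABL1+ and 984 (80.7%) in BCR::ABL1−, where shuffled libraries gave at most 8 and 14 genes. Above 0.6 there were 0 genes in BCR::ABL1+, where the highest value was 0.563, and 475 in BCR::ABL1−. The description of Supplementary Data 2 gives a mean PCC above 0.6 or below −0.6, which is a mean of signed values. That mean, computed after the absolute values had been seen, was above 0.6 for 0 genes in BCR::ABL1+ (highest 0.341) and 72 in BCR::ABL1− (highest 0.62), and below −0.6 for 0 genes in both. Above 0.4 it gave 0 and 785 genes. Genes chosen on a group's own values are high there by that choice as well, so both selections are given. For each selection the mean absolute PCC was then taken over pairs among the selected genes only, not with the whole list. It was 0.537 in BCR::ABL1+ and 0.553 in BCR::ABL1− for the genes above 0.4 in BCR::ABL1+. For those above 0.4 in BCR::ABL1− it was 0.642 in BCR::ABL1− and 0.463 in BCR::ABL1+.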

We defined gene membership of the CML ESC-REG as those genes showing a PCC greater than 0.4 across all the gene-pairs tested. For ESC-REG genes found in quiescent and cycling CML CD34^+^ cells from peripheral blood, we examined enrichment of adult or embryonic stem cell signatures using StemChecker^58^ and projected binary (bound/unbound) TF binding profiles from mouse ES cells^17^. For the ESC-REG identified in quiescent and cycling CD34^+^ cells from peripheral blood, we performed expression analysis of the CML ESC-REG genes within each stage of the cell cycle by identifying 500 exemplar cells for each cell cycle stage (G1, S, G2M, G0) using the approach outlined above^56^ and then by computing cell-to-cell Pearson correlations for those cells assigned to each cell cycle stage.

### Bulk-cell RNA-seq and ChIP-seq analysis

Raw sequencing data was pre-processed using the University of Glasgow Galaxy server (https://www.polyomics.gla.ac.uk/galaxy.html) for which quality control was performed by FastQC (0.72) and the reads were trimmed by Trim Galore! (0.4.3.1) using default parameters. For p53 ChIP-sequencing, the trimmed reads were aligned to human reference genome hg38 using Bowtie2 (2.3.4.2). Narrow peaks were called by MACS2 (2.2.7.1) with q value 0.05. Gene annotation of p53 ChIP-seq peaks employed ChIPseeker (1.28.3) (in R 3.6.3) with the annotation database TxDb.Hsapiens.UCSC.hg38.knownGene. For bulk-RNA-sequencing, the trimmed reads were aligned to human reference genome hg38 using HISAT2 (2.1.0) and assigned by the feature counting tool featureCount (1.6.0.3). DEG were obtained by DESeq2 (1.32.0) in R. Enrichment of molecular signatures in DEG identified from bulk- and single-cell RNA-seq and other transcriptomics datasets utilised MSigDB^57^ (v7.4.1) and enrichment was calculated using *enricher* from R package clusterProfiler(4.0.5) with minGSSize=1, and maxGSSize=NA which means no gene set size restriction. Additionally, we used R package EGSEA (1.20.0) for the signature enrichment analysis for bulk RNA-seq data.

### Statistical analysis of in vitro and in vivo phenotypic data

No datasets were excluded from the analysis and investigators were not blinded to the experimental conditions (for all in vitro assays). Statistical analyses of differences in cell expansion, CFC counts and apoptosis between experimental conditions (as described above) were performed using the one-sided or two-sided paired Student’s t-test as appropriate. Statistical analysis of differences in human (PDX) or murine (DTG model) cell populations between experimental conditions (as described above) were performed using the two-sided unpaired Student’s t-test.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

### Source data

Source Data File

## Data Availability

The expression profiling RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database and is freely available under accession codes GSE218183, GSE218184, GSE218185, and GSE242036. The ChIP-seq dataset generated in this study has been deposited in the GEO database and is freely available under accession code GSE218182. The publicly available datasets used in this study are available in the GEO database under accession code GSE76312^28^ and in the EMBL-EBI database under accessions E-MTAB-2508^23^, E-MTAB-2581^19^ and E-MTAB-2594^59^. Additional information concerning human samples can be obtained from the corresponding author. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

# Supplementary material for: Activating p53 abolishes self-renewal of quiescent leukaemic stem cells in residual CML disease
**Source:** Nat Commun. 2024 Jan 22;15:651. doi: 10.1038/s41467-024-44771-9
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

### **Activating p53 abolishes self-renewal of quiescent leukaemic stem cells in residual CML disease**

Mary T. Scott<sup>1,\*</sup>, Wei Liu<sup>1,\*</sup>, Rebecca Mitchell<sup>2</sup>, Cassie J. Clarke<sup>2</sup>, Ross Kinstrie<sup>1</sup>, Felix Warren<sup>2</sup>, Hassan Almasoudi<sup>1,3</sup>, Thomas Stevens<sup>1</sup>, Karen Dunn<sup>2</sup>, John Pritchard<sup>1</sup>, Mark E. Drotar<sup>1,2</sup>, Alison M. Michie<sup>2</sup>, Heather G. Jørgensen<sup>2</sup>, Brian Higgins<sup>4</sup>, Mhairi Copland<sup>2</sup> and David Vetrie<sup>1</sup>

\*contributed equally to this study

Glasgow, United Kingdom

Glasgow, United Kingdom

South San Francisco, CA  
USA

**Supplementary Table 1.** Primary CD34<sup>+</sup> cell samples used in this study.

| <b>Sample IDs</b> | <b>Experiment</b>                                               | <b>Age Ranges of Individuals</b> | <b>Sexes of individuals</b> | <b>CML disease stages</b>  |
|-------------------|-----------------------------------------------------------------|----------------------------------|-----------------------------|----------------------------|
| CML I-VI          | in vitro drug treatments                                        | 20-63                            | 2 male, 4 female            | Chronic or blast phase CML |
| CML VII-IX        | RNA-seq of drug treated patient samples CD34 <sup>+</sup> cells | 27-57                            | 1 male, 2 female            | Chronic phase CML          |
| CML X-XII         | Patient derived xenografts                                      | 30-63                            | 2 male, 1 female            | Chronic phase CML          |
| CML XIII-XVII     | scRNA-seq CD34 <sup>+</sup> CD38 <sup>-</sup> cells             | 17-76                            | 2 male, 3 female            | Chronic phase CML          |
| Norm I-V          | scRNA-seq CD34 <sup>+</sup> CD38 <sup>-</sup> cells             | 19-74                            | 2 male, 3 female            | na                         |
| Norm VI-VIII      | in vitro drug treatments                                        | 52-65                            | 3 male                      | na                         |

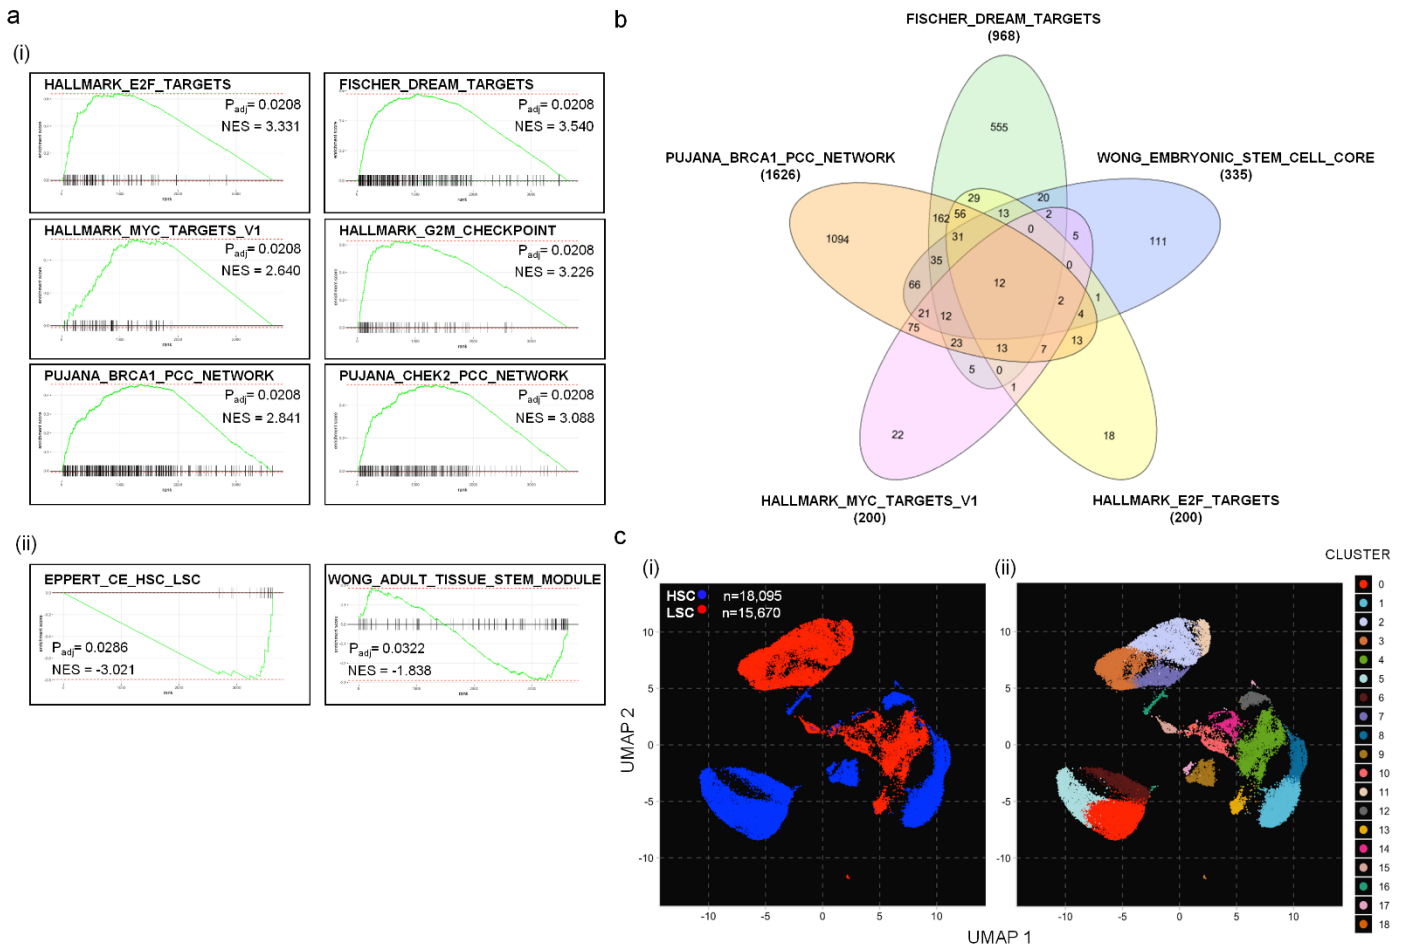

**Supplementary Figure 1. A.** Additional molecular signatures (MSigDB) relevant to this study identified by gene set enrichment analysis of LSC versus HSC (differentially expressed genes; E-MTAB-2581; (<https://www.ebi.ac.uk/biostudies/arrayexpress/studies/E-MTAB-2581?query=E-MTAB-2581>)<sup>1</sup>. (i) signatures found in up-regulated genes, (ii) signatures found in down-regulated genes.  $P_{adj}$  derived by Wilcoxon method (EGSEA) with Benjamini-Hochberg multiple testing correction. **B.** Five-way Venn diagram showing the overlap of genes found in molecular signatures (MSigDB) relevant to this study identified by gene set enrichment analysis of LSC versus HSC. **C.** UMAP visualisation of CD34<sup>+</sup>CD38<sup>-</sup> HSC and LSC (scRNA-seq) where a collection of stem cell genes (Supplementary Data 1) were used to derive the clusters (n=18,095 HSC and 15,670 LSC).

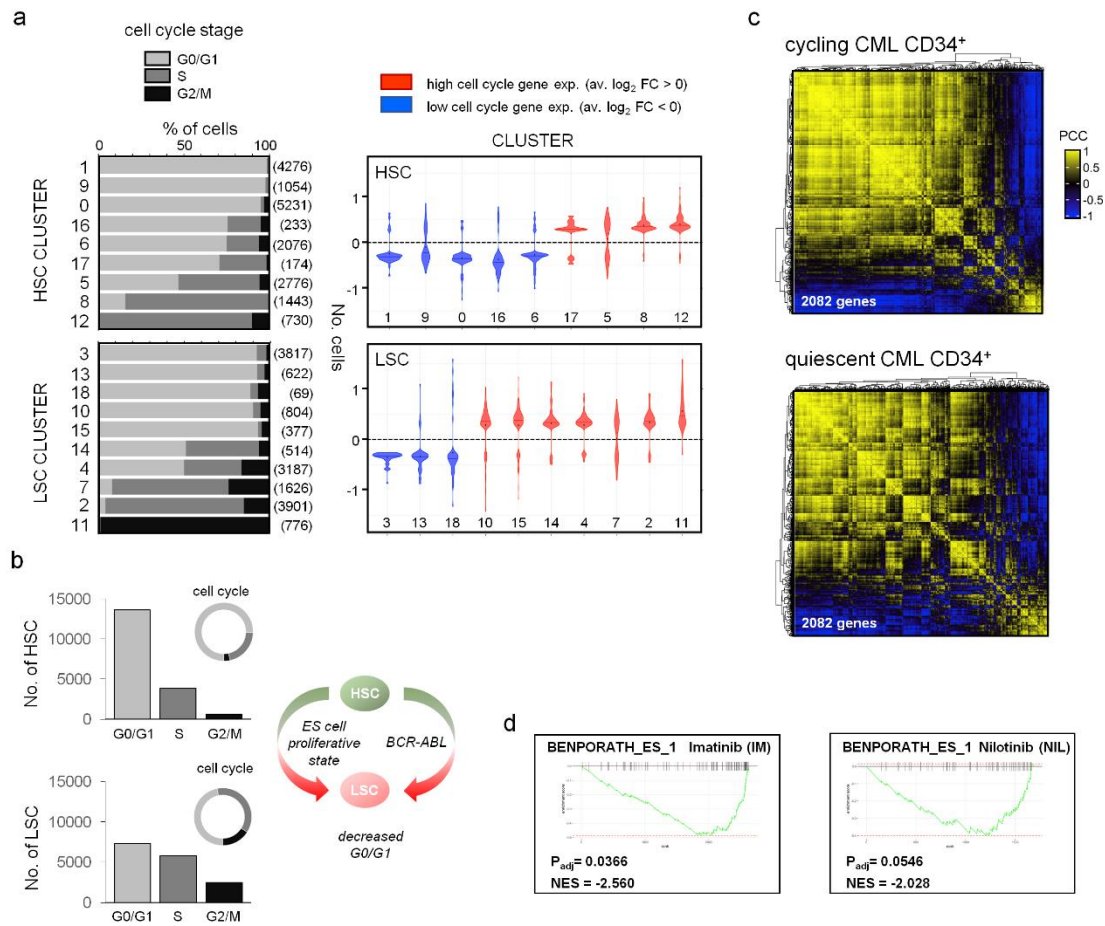

**Supplementary Figure 2. A.** Left: histograms showing the percentages of cells in each HSC and LSC scRNA-seq cluster (described in Fig. 1b; Supplementary Fig. 1b) with respect to phases of the cell cycle. Right: violin plots showing the mean expression of cell cycle genes (Reactome.org; depicted as mean fold change for each gene/cluster) across these clusters. **B.** Histograms and schematic diagram depicting the overall percentages of HSC or LSC within phases of the cell cycle. **C.** Heatmap depicting unsupervised clustering of Pearson correlation coefficients arising from gene-pair analysis of 2082 candidate ESC-REG genes in cycling (top) and quiescent (bottom) primary CML CD34<sup>+</sup> cells. PCC = Pearson correlation coefficient. **D.** Enrichment of ESC molecular signatures (MSigDB) in down-regulated genes upon treatment of CML LSC with TKI (imatinib or nilotinib) (7 days treatment; E-MTAB-2594; <https://www.ebi.ac.uk/biostudies/arrayexpress/studies/E-MTAB-2594?query=E-MTAB-2594>)<sup>2</sup>. P<sub>adj</sub> derived by Wilkinson method (EGSEA) with Benjamini-Hochberg multiple testing correction. Source data are provided as a Source Data file.

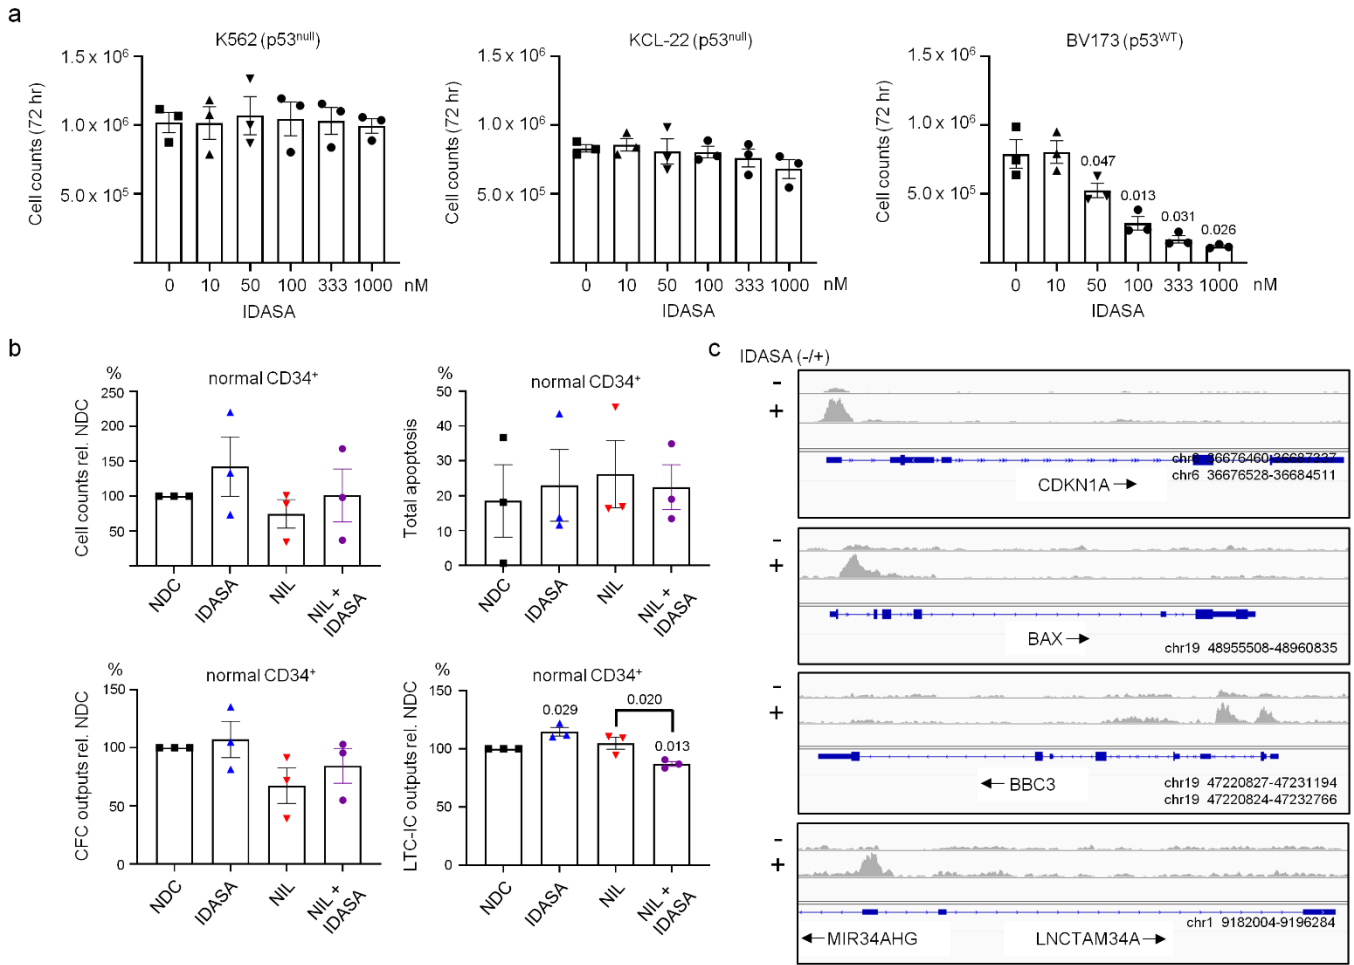

**Supplementary Figure 3. A.** Effect of IDASA across a range of concentrations on cell counts of the K562, KCL-22 (both  $p53^{null}$ ) and BV173 ( $p53^{WT}$ ) cell lines treated for 72 hrs ( $n=3$  passages for each cell line). **B.** Effect of treatment with IDASA (100 nM) alone or in combination with NIL (3  $\mu$ M) *in vitro* for 72 hours on primary normal CD34<sup>+</sup> cells ( $n=3$  independent samples). Histograms show effects on cell counts, total apoptosis (Annexin V<sup>+</sup>/7-AAD<sup>+</sup> cells), clonogenic potential (CFC outputs) and on primitive cells (LTC-IC output). **C.** Visualisation (UCSC genome browser) of p53 ChIP-seq read densities at known p53 targets before (-) and after (+) treatment of BV173 cells with 300 nM idasanutlin for 6 hrs. Gene structures, genome co-ordinates and direction of transcription (arrowheads) are shown for each of the p53 targets. P values were determined using: the two-sided paired Student's t-test (panel A), one-sided paired Student's t-test (panel B). Error bars are SEM (panels A,B). Source data are provided as a Source Data file.

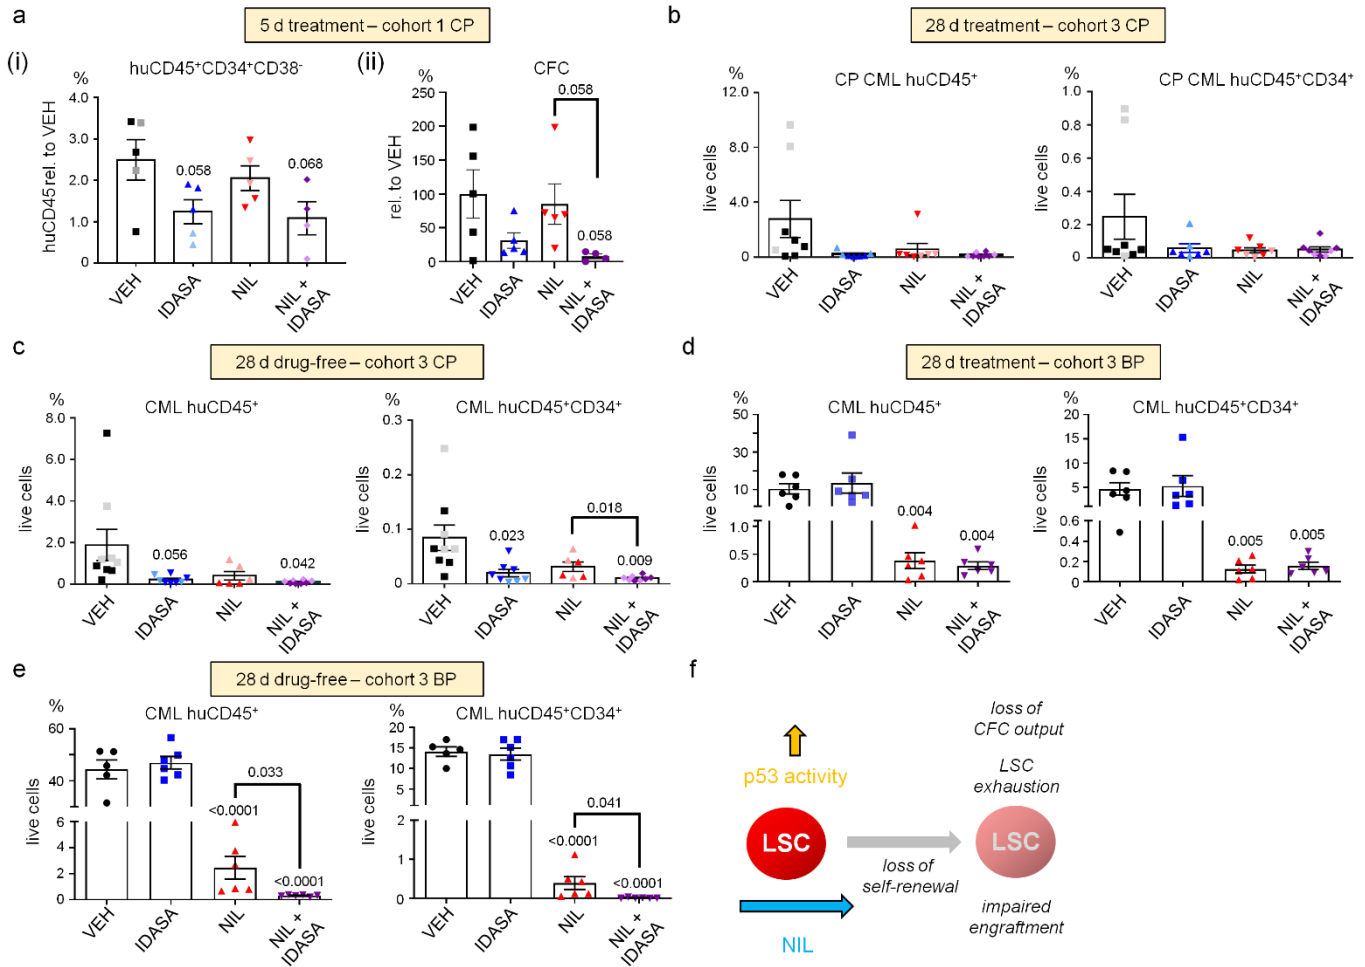

**Supplementary Figure 4.** Effects of treatment with nilotinib (NIL) alone or in combination with idasanutlin (IDASA) on CML cells engrafted in the BM of immunocompromised mice. See Fig. 4a for experimental design. **A.** Day 5 (cohort 1): (i) Histogram shows levels of huCD45<sup>+</sup>34<sup>+</sup>38<sup>-</sup> LSC in murine BM expressed as a percentage of huCD45<sup>+</sup> levels in vehicle only (VEH) control mice (n=5 VEH, IDASA, NIL; n=4 NIL + IDASA). (ii) Histogram shows clonogenic potential expressed as a percentage of the CFC output of VEH per 10,000 huCD45<sup>+</sup> isolated by flow cytometry (n=5 VEH, IDASA, NIL; n=4 NIL + IDASA). **B.** Day 28 treatment (cohort 3; chronic phase): histograms show levels of huCD45<sup>+</sup> (left) and huCD45<sup>+</sup>34<sup>+</sup> (right) cells in murine BM expressed as a percentage of live cells (n=8 VEH; n=7 IDASA, NIL; n=8 NIL + IDASA). **C.** Day 28 treatment-free period (cohort 3; chronic phase): histograms show levels of huCD45<sup>+</sup> (left) and huCD45<sup>+</sup>34<sup>+</sup> (right) cells in murine BM expressed as a percentage of live cells (n=9 VEH; n=8 IDASA; n=6 NIL; n=8 NIL + IDASA). **D.** Day 28 treatment (cohort 3; blast phase): histograms show levels of huCD45<sup>+</sup> (left) and huCD45<sup>+</sup>34<sup>+</sup> (right) cells in murine BM expressed as a percentage of live cells (n=6/condition). **E.** Day 28 treatment-free period (cohort 3; blast phase): histograms show levels of huCD45<sup>+</sup> (left) and huCD45<sup>+</sup>34<sup>+</sup> (right) cells in murine BM expressed as a percentage of live cells (n=6/condition). **F.** Schematic diagram depicting the functional consequences of p53 activation in LSC on a background

of nilotinib treatment. In all cases, P values determined using two-sided unpaired Student's t-test; error bars are SEM (in panels A-E). Source data are provided as a Source Data file.

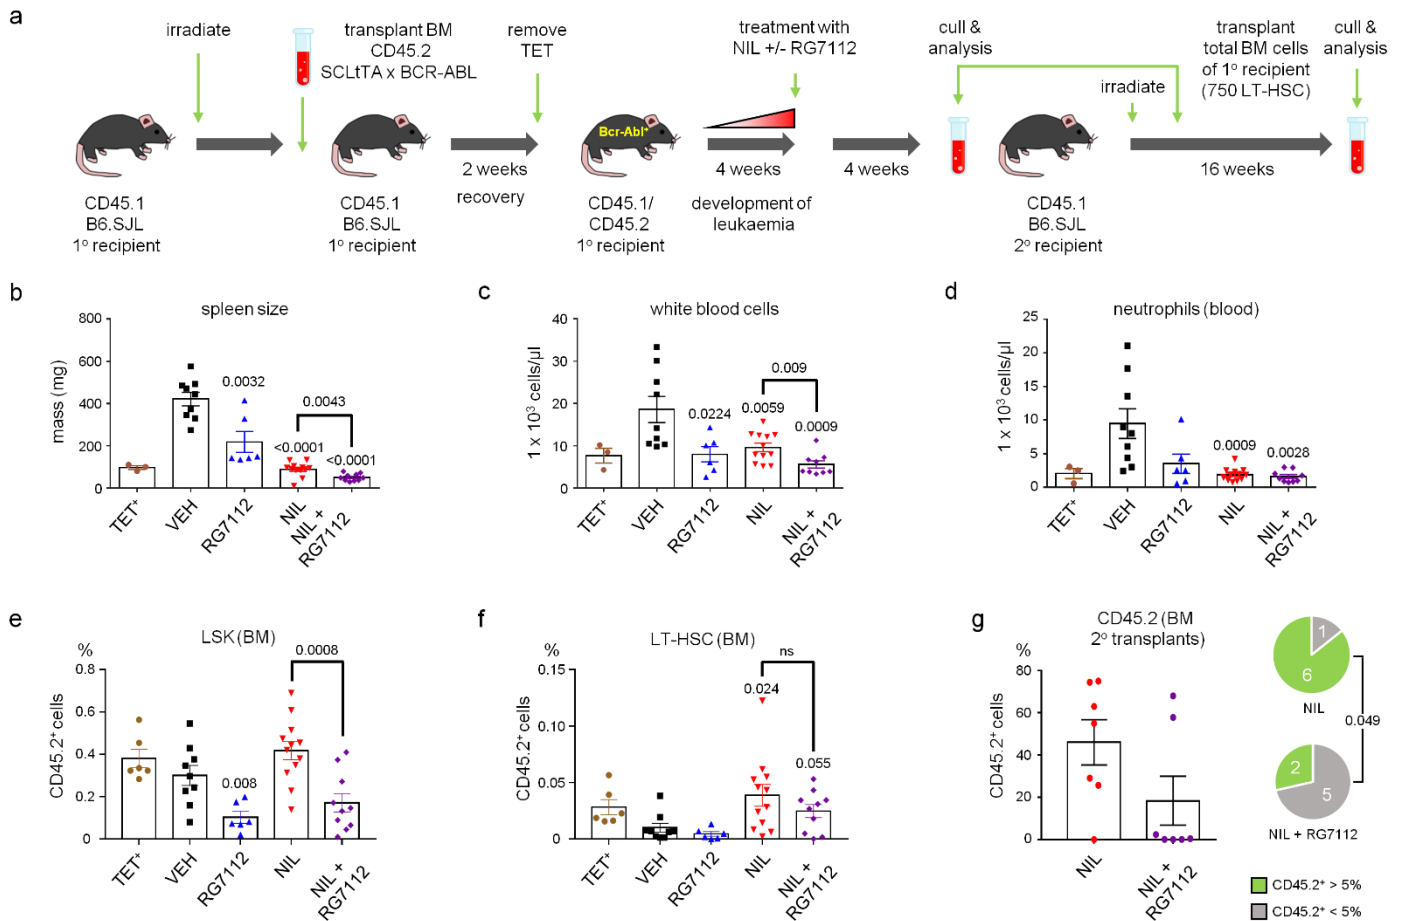

**Supplementary Figure 5. A.** Experiment design used to monitor the effects of treatment with nilotinib (NIL) alone or in combination with the MDM2 inhibitor RG7112 in an inducible BCR::ABL1 transgenic model. Histograms showing the effects of different treatments on: **B.** Spleen weights (n=3 TET<sup>+</sup>; n=9 VEH; n=6 RG7112; n=12 NIL; n=10 NIL + RG7112) and levels of: **C.** white blood cell (n=3 TET<sup>+</sup>; n=9 VEH; n=6 RG7112; n=12 NIL; n=9 NIL + RG7112). **D.** neutrophils (n=3 TET<sup>+</sup>; n=9 VEH; n=6 RG7112; n=12 NIL; n=9 NIL + RG7112). **E.** CD45.2<sup>+</sup> Lin<sup>-</sup>Sca<sup>+</sup>c-Kit<sup>+</sup> (LSK) bone marrow (BM) cells (n=6 TET<sup>+</sup>; n=9 VEH; n=6 RG7112; n=12 NIL; n=10 NIL + RG7112). **F.** CD45.2<sup>+</sup> LT-HSC BM cells (n=6 TET<sup>+</sup>; n=9 VEH; n=6 RG7112; n=12 NIL; n=10 NIL + RG7112). **G.** Engraftment of BM cells containing 750 CD45.2<sup>+</sup> LT-HSC from the NIL and NIL + RG7112 treated primary recipients into secondary recipients (n=7 NIL; n=7 NIL + RG7112). Bar graph (left panel) shows percentage donor CD45.2<sup>+</sup> cells engrafted in the BM of secondary recipients and pie charts (right panel) shows number of secondary recipients engrafted with CD45.2<sup>+</sup> cells in the BM (using 5% CD45.2<sup>+</sup> cells as a threshold for engraftment). TET<sup>+</sup> = mice with no leukaemia induction. Each datapoint on histograms = one mouse. P values determined using the two-sided unpaired Student's t-test (panels B-F) or Chi-squared test (panel G); error bars are SEM. Source data are provided as a Source Data file.

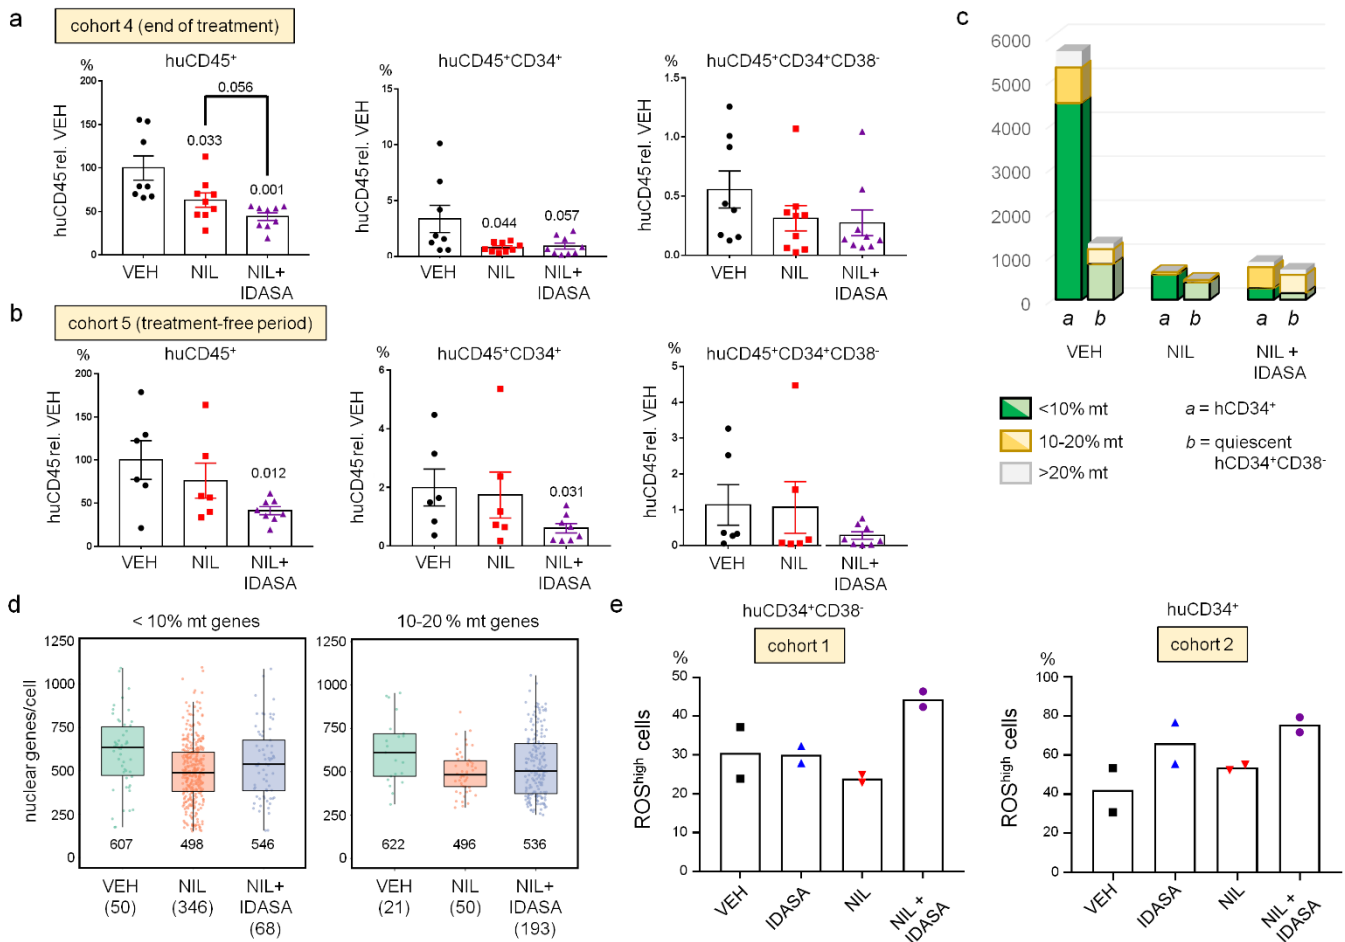

**Supplementary Figure 6.** See Fig. 5a for experimental design. **A.** Day 28 treatment (cohort 4): histograms show levels of huCD45<sup>+</sup> (left), huCD45<sup>+</sup>34<sup>+</sup> (middle) and huCD45<sup>+</sup>34<sup>+</sup>CD38<sup>-</sup> (right) cells in BM of untreated PDX mice (VEH) and PDX mice treated with nilotinib (NIL) or a combination of nilotinib plus idasanutlin (NIL + IDASA) (n=8 VEH; n=9 NIL; n=9 NIL + IDASA). **B.** Day 28 treatment-free period (cohort 5): histograms show levels of huCD45<sup>+</sup> (left), huCD45<sup>+</sup>34<sup>+</sup> (middle) and huCD45<sup>+</sup>34<sup>+</sup>CD38<sup>-</sup> (right) cells in BM of VEH PDX mice and PDX mice treated with NIL or a combination of NIL + IDASA (n=6 VEH; n=6 NIL; n=8 NIL + IDASA). In panels A and B, cell levels are expressed as a percentage of huCD45<sup>+</sup> levels in VEH control mice. **C.** Histogram showing predicted absolute number of human CD34<sup>+</sup> and quiescent ESC-REG<sup>low</sup> CD34<sup>+</sup>CD38<sup>-</sup> cells residing in the BM of PDX mice in VEH, NIL and NIL + IDASA conditions based on scRNA-seq data shown in Fig. 5C (cohort 4). **D.** Box plots depicting the detection of nuclear genes/cell in scRNA-seq analysis of huCD34<sup>+</sup> isolated from BM of PDX across the three experimental conditions (cohort 4). Cells having UMI counts for mitochondrial genes <10% of the total (left); cells having UMI counts for mitochondrial genes of 10-20% of the total (right). Mean number of nuclear genes in each condition is shown below the box plots; number of cells analysed in each condition is shown below the names of each experimental condition. Center lines show the means; box limits indicate the 25th and 75th

percentiles; whiskers extend 1.5 times the interquartile range from the 25th and 75th percentile; outliers (dots) define minima and maxima. **E.** Histograms showing the percentage of ROS<sup>high</sup>huCD45<sup>+</sup>CD34<sup>+</sup>CD38<sup>-</sup> and ROS<sup>high</sup>huCD45<sup>+</sup>CD34<sup>+</sup> cells detected in PDX experiments described in Fig. 3 (cohort 1, n=2 mice/condition; cohort 2, n=2 mice/condition). P values were determined using the two-sided unpaired Student's t-test (panels A,B); error bars are SEM (panels A,B). Source data are provided as a Source Data file.

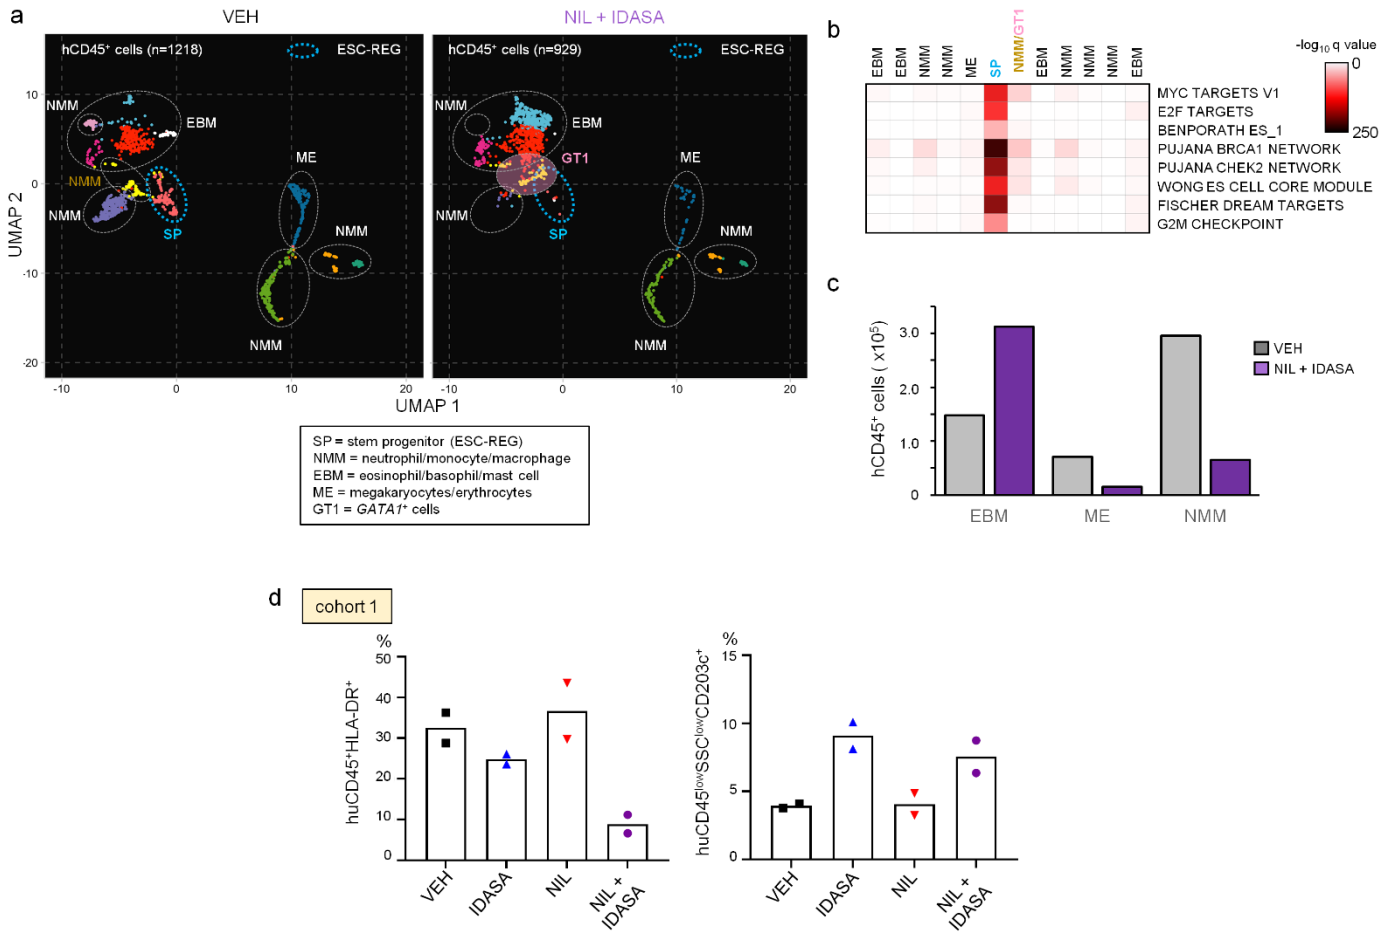

**Supplementary Figure 7. A.** UMAP projections depicting anchored clustering of scRNA-seq data for huCD45<sup>+</sup> cells isolated from untreated (VEH) mice (n=1218 cells) and those treated with NIL + IDASA (n=929 cells) at the end of treatment (PDX; 3 mice/condition; experiment described in Fig. 6). Clusters are classified by cell type (MSigDB) enrichment scores for up-regulated marker genes, and lineages as defined elsewhere<sup>3,4</sup>. The key to the lineage designations is shown below the left panel. Cluster of stem/progenitor (SP) cells enriched with marker genes found in the ESC-REG is highlighted (blue). *GATA1* (GT1) expressing cluster in the NIL + IDASA condition and described in Fig. 6 and in the text is also highlighted (pink). One cluster (NMM; highlighted in brown text) from the VEH condition, clustered with the GT1 population in the NIL + IDASA condition, although only the latter showed increased expression of *GATA1*. **B.** Heatmap depicting enrichment values ( $-\log_{10}$  FDR q value derived by hypergeometric test with Benjamini-Hochberg multiple testing correction) of ESC-REG associated signatures (MSigDB) for clusters defined in panel A. Stem/progenitor (SP) cells are shown to be enriched for marker genes (up-regulated by DEG analysis) found in the ESC-REG. **C.** Histogram showing predicted absolute number of human cells residing in the BM of mice (PDX) in VEH and NIL + IDASA conditions based on scRNA-seq and lineage classifications determined in A. **D.** Histograms showing the levels of huCD45<sup>+</sup>HLA-DR<sup>+</sup> and huCD45<sup>low</sup>SSC<sup>low</sup>CD203c<sup>+</sup> cells in PDX mice that have been untreated (VEH) or treated with IDASA,

NIL or NIL + IDASA. Cohort 1 refers to the experiment described in Fig. 3 (n=2 mice/condition). Source data are provided as a Source Data file.

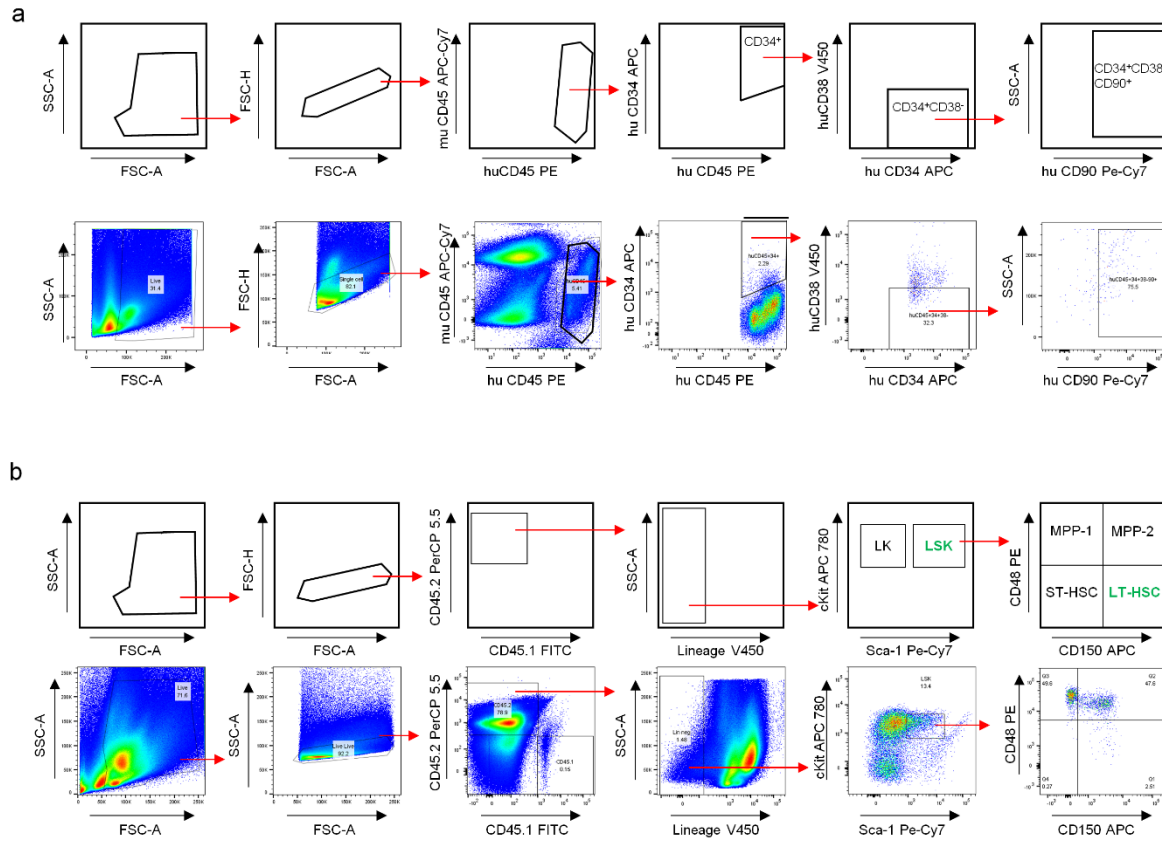

**Supplementary Figure 8.** FACS gating strategies used to analyse bone marrow cells in immunocompromised mice (PDX) and in the inducible BCR-ABL1 transgenic murine model of CML. **A.** Gating strategy to identify human CML cells in immunocompromised mice (PDX) **B.** Gating strategy to identify CD45.2<sup>+</sup> donor cells (SCLtTA/BCR-ABL) in recipient CD45.1<sup>+</sup> mice. SSC = side scatter (cell granularity). FSC = forward scatter (cell size).

## REFERENCES

1. Scott MT, *et al.* Epigenetic Reprogramming Sensitizes CML Stem Cells to Combined EZH2 and Tyrosine Kinase Inhibition. *Cancer Discov* **6**, 1248-1257 (2016).
2. Pellicano F, *et al.* hsa-mir183/EGR1-mediated regulation of E2F1 is required for CML stem/progenitor cell survival. *Blood* **131**, 1532-1544 (2018).
3. Drissen R, *et al.* Distinct myeloid progenitor-differentiation pathways identified through single-cell RNA sequencing. *Nat Immunol* **17**, 666-676 (2016).
4. Hay SB, Ferchen K, Chetal K, Grimes HL, Salomonis N. The Human Cell Atlas bone marrow single-cell interactive web portal. *Exp Hematol* **68**, 51-61 (2018).

# Supplementary material for: Activating p53 abolishes self-renewal of quiescent leukaemic stem cells in residual CML disease
**Source:** Nat Commun. 2024 Jan 22;15:651. doi: 10.1038/s41467-024-44771-9
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

The first 30 principal components from PCA results were selected to construct a K-nearest neighbour (KNN) graph by “FindNeighbors”, which were clustered by Louvain algorithm from “FindClusters” thereafter. We used umap from “RunUMAP” to visualise the clustered cells. “FindMarkers” was performed to find the DEG (i.e., marker genes) of a single cluster compared with all other clusters. Cell cycle phase scores were calculated by “CellCycleScoring” based on sets of curated genes known to be expressed at different stages of the cell cycle<sup>27</sup>. Individual cells were assigned to different stages of the cell cycle (G0/G1, S or G2/M based on their relative expression levels of curated cell cycle genes.

**ESC regulome construction:** To identify and construct an ESC regulome for CML cycling and quiescent LSC (CD34+CD38- cells from peripheral blood), we identified candidate regulome genes as the intersection of gene sets from relevant MSigDB 54 signatures (shown in Figure 1C) with those that were the union of differentially expressed genes of CML versus normal CD34+CD38- cells (E-MTAB-2581; ref 1) and differentially expressed between quiescent and cycling CML LSC (using clusters shown in Figure 1D). We identified 2082 genes that satisfied these criteria and for these genes we extracted normalised RNA values for cycling and quiescent CML stem and progenitor cells (E-MTAB-2508; ref 2) and performed gene-pair Pearson correlation analysis. We defined gene membership of the CML ESC regulome in cycling or quiescent CML LSC as those genes showing a mean Pearson correlation coefficient of 0.6 or greater across all the gene-pairs tested. For these highly correlated genes, we examined enrichment of adult or embryonic stem cell signatures using StemChecker 55 and projected binary (bound/unbound) TF binding profiles from mouse ESC 17. In turn, we visualised these TF-target interactions in the context of the CML ESC regulome using visNetwork (2.0.8) in R. We performed expression analysis of the CML ESC regulome genes within each stage of the cell cycle by identifying 500 exemplar cells for each cell cycle stage (G1, S, G2M, G0) using the approach outlined above<sup>27</sup> and then by computing cell-to-cell Pearson correlations for those cells assigned to each cell cycle stage.

**Bulk-cell RNA-seq and ChIP-seq analysis:** Raw sequencing data was pre-processed using the University of Glasgow Galaxy server (<https://www.polyomics.gla.ac.uk/galaxy.html>) for which quality control was performed by FastQC (0.72) and the reads were trimmed by Trim Galore! (0.4.3.1). For p53 ChIP-seq, the trimmed reads were aligned to human reference genome hg38 using Bowtie2 (2.3.4.2). Narrow peaks were called by MACS2 (2.2.7.1) with q value 0.05. Gene annotation of p53 ChIP-seq peaks employed ChIPseeker (1.28.3) (in R 3.6.3) with the annotation database TxDb.Hsapiens.UCSC.hg38.knownGene. For bulk-RNA-seq, the trimmed reads were aligned to human reference genome hg38 using HISAT2 (2.1.0) and assigned by the feature counting tool featureCount (1.6.0.3). DEG were obtained by DESeq2 (1.32.0) in R. Enrichment of molecular signatures in DEG identified from bulk- and single-cell RNA-seq and other transcriptomics datasets described in the Key Resources Table utilised MSigDB 54 (v7.4.1) and enrichment was calculated using enricher from R package clusterProfiler (4.0.5) with minGSSize=1, and maxGSSize=NA which means no gene set size restriction. Additionally, we used R package EGSEA (1.20.0) for the signature enrichment analysis for bulk RNA-seq data.

**Statistical analysis of in vitro and in vivo phenotypic data.** No datasets were excluded from the analysis and investigators were not blinded to the experimental conditions (for all in vitro assays). Statistical analyses of differences in cell expansion, CFC counts, cell cycle status and apoptosis between experimental conditions (as described above) were performed using the one-sided or two-sided paired Student’s t-test as appropriate. Statistical analysis of differences in human (PDX) or murine (DTG model) cell populations between experimental conditions (as described above) were performed using the two-sided unpaired Student’s t-test.

#### References:

1. Scott MT, et al. Epigenetic Reprogramming Sensitizes CML Stem Cells to Combined EZH2 and Tyrosine Kinase Inhibition. *Cancer Discov* 6, 1248-1257 (2016).
2. Graham SM, Vass JK, Holyoake TL, Graham GJ. Transcriptional analysis of quiescent and proliferating CD34+ human hemopoietic cells from normal and chronic myeloid leukemia sources. *Stem Cells* 25, 3111-3120 (2007).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The expression profiling RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database and is freely available under accession codes GSE218183 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE218183>), GSE218184 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE218184>), GSE218185 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE218185>), and GSE242036 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE242036>). The ChIP-seq dataset generated in this study has been deposited in the GEO database and is freely available under accession code GSE218182 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE218182>). The publicly available datasets used in this study are available in the GEO database under accession code GSE76312 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE76312>) (ref 1) and in the EMBL-EBI database under accessions E-MTAB-2508 (<https://www.ebi.ac.uk/biostudies/arrayexpress/studies/E-MTAB-2508>) (ref 2), E-MTAB-2581 (<https://www.ebi.ac.uk/biostudies/arrayexpress/studies/E-MTAB-2581?query=E-MTAB-2581>) (ref 3) and E-MTAB-2594 (<https://www.ebi.ac.uk/biostudies/arrayexpress/studies/E-MTAB-2594?query=E-MTAB-2594>) (ref 4). Additional information concerning human samples can be obtained from the corresponding author. The remaining data are available within the Article, Supplementary Information or Source Data file.

#### References:

1. Giustacchini A, et al. Single-cell transcriptomics uncovers distinct molecular signatures of stem cells in chronic myeloid leukemia. *Nat Med* 23, 692-702 (2017).
2. Graham SM, Vass JK, Holyoake TL, Graham GJ. Transcriptional analysis of quiescent and proliferating CD34+ human hemopoietic cells from normal and chronic myeloid leukemia sources. *Stem Cells* 25, 3111-3120 (2007).
3. Scott MT, et al. Epigenetic Reprogramming Sensitizes CML Stem Cells to Combined EZH2 and Tyrosine Kinase Inhibition. *Cancer Discov* 6, 1248-1257 (2016).

4. Pellicano F, et al. hsa-mir183/EGR1-mediated regulation of E2F1 is required for CML stem/progenitor cell survival. Blood 131, 1532-1544 (2018).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

## Methods

## Antibodies

### Antibodies used

PE mouse anti-human CD45: BD Bioscience; Cat no. 555483; Clone H130; Lot: 1075455; 5 in 50 dilution  
 APC mouse anti-human CD34: BD Bioscience; Cat no. 555824; Clone 581; Lot: 9224663; 1 in 10 dilution  
 APC-Cy7 rat anti-mouse CD45: BD Bioscience; Cat. no. 557659; Clone 30-F11; Lot: 2201748; 1 in 50 dilution  
 V450 mouse anti-human CD38; BD Bioscience; Cat. no. 561378; Clone HIT2; Lot: 2259756; 3 in 50 dilution  
 PE-Cy7 mouse anti-human CD38; BD Bioscience; Cat. no. 560677; Clone HIT2; Lot: 2129025; 3 in 50 dilution  
 PE-Cy7 mouse anti-human CD90; BD Bioscience; Cat. no. 561558; Clone 5E10; Lot: 2312443; 1 in 50 dilution  
 Rat anti-mouse CD16/CD32; BD Bioscience; Cat. no. 553142; Clone 2.4G2; Lot: 8179557; 1 in 50 dilution  
 FITC anti-mouse CD45.1; Biolegend; Cat. no. 110706; Clone A20; Lot: B249479; 1 in 100 dilution  
 APC anti-mouse Ly-6G/Ly-6C (Gr-1); Biolegend; Cat. no. 108412; Clone RB6-8C5; Lot: B262855; 1 in 100 dilution  
 PE/Cy7 anti-mouse/human CD11b (Mac-1); Biolegend; Cat. no. 101216; Clone M1/70; Lot: B249268; 1 in 100 dilution  
 PE-Cy7 rat anti-mouse Ly-6A/E (Sca-1); BD Bioscience; Cat. no. 561021; Clone D7; Lot: 8341932; 1 in 100 dilution  
 APC anti-mouse CD150 (SLAMF7); Biolegend; Cat. no. 115910; Clone TC15-12F12.2; Lot: B283740; 1 in 50 dilution  
 PE anti-mouse CD48; Biolegend; Cat. no. 103406; Clone HM48-1; Lot: B281646; 3 in 50 dilution  
 PerCP/Cy5.5 anti-mouse CD45.2; Biolegend; Cat. no. 109828; Clone 104; Lot: B266798; 3 in 50 dilution  
 APC 780 anti-mouse CD117 (c-kit); eBiosciences; Cat. No. 47-1171-82; Clone 2B8; Lot: 2577317; 1 in 50 dilution  
 β-actin rabbit mAb; Cell Signalling Technology; Cat. no. 4970S; Clone 13E5; Lot 19; 1 in 1000 dilution  
 recombinant anti-c-Myc; Abcam; Cat. no. ab32072; Clone Y69; Lot: GR3377350-7; 1 in 1000 dilution  
 p53 (DO-1); Santa-Cruz Biotechnology; Cat. no. sc-126; Clone DO-1; Lot: D0412; 1 in 1000 dilution  
 anti-GAPDH; Abcam; Cat. no. 181602; Clone EPR16891; Lot: GR3316865-19; 1 in 5000 dilution  
 PE/Cy7 anti-human CD203c (E-NPP3); Biolegend; Cat. no. 324618; Clone NP4D6; Lot: B294402; 1 in 50 dilution  
 APC annexin V; BD Bioscience; Cat. no. 550475; Lot: 3104242; 4 in 100 dilution  
 APC anti-human HLA-DR; Biolegend; Cat. no. 307610; Clone L243; Lot: B372977; 1 in 50 dilution  
 Rabbit IgG HRP-linked antibody; Cell Signalling Technology; Cat. no. 7074; Lot:33; 1 in 5000 dilution

### Validation

All antibodies have been validated by the manufacturer (BD Bioscience, Biolegend, eBioscience, Cell Signaling Technology, Santa-Cruz Biotechnology). Validation certificates can be found on the manufacturer's websites as follows:

BD Bioscience 555483 <https://www.bdbiosciences.com/en-gb/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-mouse-anti-human-cd45.555483>

BD Bioscience 555824 <https://www.bdbiosciences.com/en-gb/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-mouse-anti-human-cd34.555824>

BD Bioscience 557659 <https://www.bdbiosciences.com/en-gb/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-cy-7-rat-anti-mouse-cd45.557659>

BD Bioscience 561378 <https://www.bdbiosciences.com/en-gb/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/v450-mouse-anti-human-cd38.561378>

BD Bioscience 560677 <https://www.bdbiosciences.com/en-gb/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cy-7-mouse-anti-human-cd38.560677>

BD Bioscience 561558 <https://www.bdbiosciences.com/en-gb/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cy-7-mouse-anti-human-cd90.561558>

BD Bioscience 553142 <https://www.bdbiosciences.com/en-gb/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-rat-anti-mouse-cd16-cd32-mouse-bd-fc-block.553142>

Biolegend 110706 <https://www.biolegend.com/en-gb/products/fitc-anti-mouse-cd45-1-antibody-198>

Biolegend 108412 <https://www.biolegend.com/en-gb/products/apc-anti-mouse-ly-6g-ly-6c-gr-1-antibody-456>

Biolegend 101216 <https://www.biolegend.com/en-gb/products/pe-cyanine7-anti-mouse-human-cd11b-antibody-1921>

BD Bioscience 561021 <https://www.bdbiosciences.com/en-gb/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cy-7-rat-anti-mouse-ly-6a-e.561021>

Biolegend 115910 <https://www.biolegend.com/en-gb/products/apc-anti-mouse-cd150-slam-antibody-2894>

Biolegend 103406 <https://www.biolegend.com/en-gb/products/pe-anti-mouse-cd48-antibody-293>

Biolegend 109828 <https://www.biolegend.com/en-gb/products/percp-cyanine5-5-anti-mouse-cd452-antibody-4271>

eBiosciences 47-1171-82 <https://www.thermofisher.com/antibody/product/CD117-c-Kit-Antibody-clone-2B8-Monoclonal/47-1171-82>

Cell Signalling Technology 4970S [https://www.cellsignal.com/products/primary-antibodies/b-actin-13e5-rabbit-mab/4970?gclid=EAlaIqobChMloO2B8\\_L6ggMVHY9QBh1ilgWtEAAYASAAEgK3bvD\\_BwE&gclid=aw.ds](https://www.cellsignal.com/products/primary-antibodies/b-actin-13e5-rabbit-mab/4970?gclid=EAlaIqobChMloO2B8_L6ggMVHY9QBh1ilgWtEAAYASAAEgK3bvD_BwE&gclid=aw.ds)

Abcam ab32072 <https://www.abcam.com/products/primary-antibodies/c-myc-antibody-y69-chip-grade-ab32072.html>

Santa-Cruz Biotechnology sc-126 <https://www.scbt.com/p/p53-antibody-do-1?requestFrom=search>

Abcam 181602 <https://www.abcam.com/products?keywords=GAPDH+181602>

Biolegend 324618 <https://www.biolegend.com/en-gb/products/pe-cyanine7-anti-human-cd203c-e-npp3-antibody-8734>

BD Bioscience 550475 <https://www.bdbiosciences.com/en-gb/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-annexin-v.550475>

Biolegend 307610 <https://www.biolegend.com/en-gb/products/apc-anti-human-hla-dr-antibody-787>

Cell Signalling Technology 7074 <https://www.cellsignal.com/product/productDetail.jsp?productId=7074>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

The BV173 cell line, CML lymphoid blast crisis; obtained from DSMZ  
The K562 cell line, CML myeloid blast crisis; obtained from DSMZ  
The KCL-22 cell line, CML myeloid blast crisis; obtained from DSMZ

Authentication

Authenticated by Northgene Ltd, Newcastle (UK) using short-tandem repeat (STR) profiling

Mycoplasma contamination

Cells are mycoplasma negative; tested in-house on a regular basis

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used in the study

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Mouse: NSG (NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ), Jackson Laboratory, Stock No: 005557 (Female 8-12 weeks at start of experiment)  
Mouse: NRG- W41/W41 (NOD.Cg-Rag1tm1Mom KitW-41J Il2rgtm1Wjl/EavJ), Connie Eaves, Terry Fox Laboratory BC Cancer Agency (Female, 8-12 weeks at start of experiment)  
Mouse: NRG- W41/W41 -SGM3 (NOD.Cg-Rag1tm1Mom KitW-41J Il2rgtm1Wjl Tg(CMV-IL3,CSF2,KITLG)1Eav/J), Derived in-house (Female, 8-12 weeks at start of experiment)  
Mouse: SCL-tTA/BCR-ABL (DTG), David Vetrie Laboratory, University of Glasgow (Male and female, 8-15 weeks at start of experiment)  
Mouse: B6.SJL-PtprcaPepcb/BoyCrCrI, Charles River Laboratory, Cat# 564 (Male and Female, 8-12 weeks at start of experiment)  
All animals were kept under the following conditions: Light/darkness: 12/12hr, Temperature: 22+/-2, Humidity: 45-65%

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Methodology

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

# Supplementary material for: Activating p53 abolishes self-renewal of quiescent leukaemic stem cells in residual CML disease
**Source:** Nat Commun. 2024 Jan 22;15:651. doi: 10.1038/s41467-024-44771-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## DESCRIPTION OF ADDITIONAL SUPPLEMENTARY FILES

### **Title: Supplementary Data 1.**

**Description:** Curated stem cell genes relevant to this study. **Worksheet 1:** Stem cell genes curated from molecular signatures in MSigDB<sup>1</sup> or from previously published studies<sup>2, 3, 4</sup>. **Worksheet 2:** Sub-set of stem cell genes from worksheet 1 detected in scRNA-seq data for CD34<sup>+</sup>CD38<sup>-</sup> HSC and LSC detailed in Supplementary Fig. 1b and in the main text.

### **Title: Supplementary Data 2.**

**Description:** Genes highly correlated (mean PCC > 0.60 or less than -0.6) by mRNA expression in cycling and quiescent chronic phase CML CD34<sup>+</sup> cells (E-MTAB-2508; <https://www.ebi.ac.uk/biostudies/arrayexpress/studies/E-MTAB-2508?query=E-MTAB-2508>)<sup>5</sup>. **Worksheet 1:** Genes correlated in cycling cells. **Worksheet 2:** Genes correlated in quiescent cells. **Worksheet 3:** ESC-REG genes (human genes and murine orthologues) and their predicted transcription factor binding profiles. Transcription factor binding profiles for murine ESC (GSE20551; <https://www.omicsdi.org/dataset/geo/GSE20551>)<sup>6</sup> were obtained from a previously published study. 0 = no binding; 1 = binding.

### **Title: Supplementary Data 3.**

**Description:** DEG from the ESC-REG when CD34<sup>+</sup>CD38<sup>-</sup> LSC were treated with TKIs *in vitro*. **Worksheet 1:** Affymetrix probes, Ensembl gene IDs, HGNC symbols and expression changes (log<sub>2</sub> fold changes) observed for 8 hr and 7 day treatments with imatinib or dasatinib or nilotinib (E-MTAB-2594; <https://www.ebi.ac.uk/biostudies/arrayexpress/studies/E-MTAB-2594?query=E-MTAB-2594>)<sup>7</sup> compared to the 0 hr timepoint. Each of these 465 genes was significantly differentially expressed ( $P_{adj} < 0.05$ ; calculated using Moderated t-test with Benjamin-Hochberg multiple testing correction) in at least 1 of the 6 conditions reported here.

### **Title: Supplementary Data 4.**

**Description:** DEG when CML CD34<sup>+</sup> cells were treated with idasanutlin (IDASA) or nilotinib (NIL) alone or in combination *in vitro*. **Worksheet 1:** DEG using Ensembl gene annotation showing HGNC symbols and expression changes (log<sub>2</sub> fold changes) observed for 24 hr and 72 hr treatments: IDASA vs no drug control (NDC), NIL versus NDC, IDASA + NIL vs NDC, and IDASA + NIL vs NIL. **Worksheet 2:** DEG using NCBI gene annotation showing HGNC symbols and expression changes (log<sub>2</sub> fold changes) observed for 24 hr and 72 hr treatments for IDASA vs no drug control (NDC), NIL versus NDC, IDASA + NIL vs NDC, and IDASA + NIL vs NIL. Genes shown were significantly differentially expressed ( $P_{adj} < 0.1$ ; calculated using Wald test with Benjamin-Hochberg multiple testing correction) in at least 1 of the 4 conditions reported here.

### **Title: Supplementary Data 5.**

**Description:** p53 ChIP-seq analysis for BV173 cells treated with idasanutlin for 6 hrs. **Worksheet 1:** ChipSeeker (<https://bioconductor.org/packages/release/bioc/html/ChIPseeker.html>) annotation for

p53 ChIP-seq analysis. **Worksheet 2:** All p53 targets induced in wild type p53 BV173 cells treated with idasanutlin.

**Title: Supplementary Data 6.**

**Description:** Molecular signatures observed in human ESC-REG<sup>low</sup> LSC upon treatment of PDX mice with nilotinib (NIL) or nilotinib plus idasanutlin (NIL + IDASA). **Worksheet 1:** Oxidative stress signature identified at the end of 28 day treatment (cohort 4 described in Fig. 6 and the text). **Worksheet 2:** Erythroid signature identified at the end of 28 day treatment-free period (cohort 5 described in Fig. 6 and the text). Genes shown for each signature were significantly differentially expressed ( $P_{adj} < 0.05$ ; calculated using the Wilcoxon rank sum test with Bonferroni multiple testing correction) in human ESC-REG<sup>low</sup> LSC isolated from the NIL + IDASA condition when compared with the NIL only condition in both cohorts.

**Title: Supplementary Data 7.**

**Description:** **Worksheet 1:** All reagents used in this study as mentioned in Methods.

**Title: Supplementary Data 8.**

**Description:** **Worksheet 1:** All antibodies used in the study (including suppliers, catalogue numbers, clone numbers, lot numbers, and dilutions used) as mentioned in Methods.

## REFERENCES

1. Liberzon A, Subramanian A, Pinchback R, Thorvaldsdottir H, Tamayo P, Mesirov JP. Molecular signatures database (MSigDB) 3.0. *Bioinformatics* **27**, 1739-1740 (2011).
2. Wong DJ, Liu H, Ridky TW, Cassarino D, Segal E, Chang HY. Module map of stem cell genes guides creation of epithelial cancer stem cells. *Cell Stem Cell* **2**, 333-344 (2008).
3. Eppert K, *et al.* Stem cell gene expression programs influence clinical outcome in human leukemia. *Nat Med* **17**, 1086-1093 (2011).
4. Jaatinen T, *et al.* Global gene expression profile of human cord blood-derived CD133+ cells. *Stem Cells* **24**, 631-641 (2006).
5. Graham SM, Vass JK, Holyoake TL, Graham GJ. Transcriptional analysis of quiescent and proliferating CD34+ human hemopoietic cells from normal and chronic myeloid leukemia sources. *Stem Cells* **25**, 3111-3120 (2007).

6. Kim J, *et al.* A Myc network accounts for similarities between embryonic stem and cancer cell transcription programs. *Cell* **143**, 313-324 (2010).
7. Pellicano F, *et al.* hsa-mir183/EGR1-mediated regulation of E2F1 is required for CML stem/progenitor cell survival. *Blood* **131**, 1532-1544 (2018).

How the deposited data were processed for this re-analysis (not part of the article)

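Bulk RNA-seq was analysed for 12 libraries of donor-derived murine Lin−Sca+Kit+ BM cells, 6 BCR::ABL1+ (2 weeks after TET withdrawal) and 6 BCR::ABL1− (TET maintained). Condition and replicate were taken from the sample labels and the methods, and replicates were never grouped by a measured value. Human datasets and the other murine treatments of the paper were not analysed here.

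The authors checked the reads with FastQC, trimmed them with Trim Galore!, aligned them with HISAT2 and counted them with featureCounts, and they deposited raw counts per Ensembl gene for each library. No further normalization by the authors is recorded for these counts. The methods name hg38 for bulk RNA-seq, but the deposited counts are on mouse genes, and the mouse build, the annotation, the strand setting and the treatment of reads that map to several places are not named. Gene symbols were therefore matched by Ensembl identifier only, with 52073 identifiers matched and 2147 newer than the reference used here, and no coordinates are given. Counts of overlapping or antisense genes and of close paralogs (Tpsb2, Cma1, F830016B08Rik, Ighm) are uncertain for this reason. Human BCR::ABL1 itself was not counted: values of Bcr and Abl1 are those of the mouse genes. 0 entries named no gene.

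Depth was 22804754 to 41832868 counts per BCR::ABL1− library and 16150817 to 25070105 per BCR::ABL1+ library. A count of 0 is read as up to 3 counts. Fold changes are not given where both groups are at or under that floor. PCR copies are not independent molecules, so limits from counts cover counting error only. No pair of libraries was identical or within sampling noise of another (lowest chi-square per degree of freedom 3.262).

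Differential expression was computed with edgeR 4.0.16 (quasi-likelihood test, TMM factors, filterByExpr, 18438 genes) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The lists were tested with camera (preset correlation 0.01) and fry of limma 3.58.1, and DESeq2 1.42.0 was an alternative. Correlations, permutation tests and plots used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. For each group, log2 CPM with a prior count of 2 gave the PCC of all pairs of the 1219 genes, and absolute values were averaged per gene and then over genes. The level without correlation came from 100 shuffles of each gene over the libraries of a group. The difference between groups was tested over every split of the 12 libraries into 6 and 6, and 10000 random lists were drawn in 20 bins of mean expression. Correlations of the first component of the list with other measures used exact permutation of the pairing.

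The genes named in the text were fixed before the data were examined: the genes the paper names that have a murine orthologue, the sorting markers, 5 sex-linked genes, the 5 genes with the largest change each way among those with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between groups, the 5 highest mean absolute PCC in BCR::ABL1+, and Cdkn1a, Ccng1 and Mdm2; other members of the marker lists appear only as summaries of their list. Fn1, Col1a1, Col3a1, Ighm, Col4a1, Pdgfrb and Bgn were chosen after their values were seen. Of the genes and lists fixed beforehand, 1 gene, 2 lists and the fold changes of Cdkn1a, Ccng1 and Mdm2 are not reported here. The alternatives, unless stated otherwise, were fixed before the data were examined as well. They cover the prior count, unlogged CPM, DESeq2's transformation, size factors and test, Spearman correlation, positive PCC only, the filter, the gene list, thresholds, the replicate block, upper-quartile normalization of the differential expression, and leaving out libraries. Scalings other than these for the correlations, the absence of any scaling, thinning to the smallest library, removal of GC and length trends, removal of cell cycle or ribosomal protein genes the subtraction of the level of unrelated genes and the mean of signed PCC were chosen later.

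The main steps were tested on simulated data, apart from the removal of GC and length trends and the thinning. The permutation test with centred genes, the subtraction of the level of unrelated genes, the removal of scores and the relations of the first component were not simulated either. edgeR called 138 of 200 genes changed by known amounts, all in the right direction, and 5 of 18238 unchanged genes. Camera found the shifted list of 60 genes and called 0 unchanged lists, while fry called 2. The simulated genes were independent, so these counts do not cover correlation between genes. Independent genes gave a mean absolute PCC of 0.375, and 200 of 200 planted genes were above 0.4 in their group, against 15 in the other group. The planted difference was 0.591, and 1 of 40 simulations without a difference had an exact p under 0.05. Those 40 had the same spread and expression level in both groups. Planted factor groups gave a within minus between value of 0.244, and unrelated ones −0.0103.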

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

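The results below stood out because a library lay far from the other 5 of its group by Dixon's criterion, or because of a signal that the paper does not analyse. Of 124 groups of values examined, 22 had such a library, where chance gives about 6.2, and 14 of the 22 were BCR::ABL1+ replicate 2. The tests on the stromal list were chosen after the Y-linked and collagen values had been seen but before the values of that list; the test on monocytes was chosen after.

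BCR::ABL1+ replicate 2 had counts on 22965 genes, where the nearest other library of its group had 24870, and its total of 23712672 counts was not low. It had the highest CPM of Spp1 (2610, next 201.9), Fn1 (1994, next 187.1), Tpsb2 (486.6, next 163.7), Col3a1 (273.8, next 78.2), Fcer1a (180.4, next 55.6), Ly6a (73.7, next 46.8) and Cdkn1a (30.9, next 14.2), the lowest of Ache (0, next 1.53), and the lowest mean log2 CPM of the S-phase list (6.80, next 7.01). Fn1 and Col3a1 were chosen after their values were seen. It also had the highest CPM of the Y-linked genes Ddx3y (8.59, next 1.14), Uty (6.04, next 0.541), Eif2s3y (4.08, next 0.487) and Kdm5d (3.91, next 0.379). Ddx3y had 202 counts there, against at most 24 in any other library, although the labels call the BCR::ABL1+ libraries female. The difference in depth, GC content or paralogs was not tested for these genes. Of 16 stromal genes, 13 were highest in replicate 2 and second highest in replicate 4 of BCR::ABL1+ among the 12 libraries (81.2%, where chance gives 0.76%). A candidate explanation is thus RNA or cells of a stromal source from a male animal. The most abundant of these genes, Col4a1, Pdgfrb and Bgn, had 119, 110 and 71.3 CPM in replicate 2. Their medians were 57.2, 75.1 and 17.5 in BCR::ABL1−, and 36.4, 73.4 and 0.992 in the other BCR::ABL1+ libraries. In BCR::ABL1−, 7 of the 16 genes had a median of at least 1 CPM, so their counts are not particular to replicates 2 and 4. Which cells those counts come from was not tested. Monocytes or macrophages from a male animal stay open as well: 3 of the 10 genes of their list were highest in replicate 2 and second in replicate 4, more than chance gives, and its mean log2 CPM was highest in these libraries (4.88 and 4.23, next 3.74), while its summed CPM of 599.5 and 570.8 was not above the median of 612 in the other BCR::ABL1+ libraries. Whether the male signal and the stromal signal share a source was not tested, and a difference between recipient mice stays open.

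The Y-linked genes were also far from the rest in BCR::ABL1− replicate 1, at a low level: Eif2s3y 0.685 CPM (next 0.187), Ddx3y 0.587 (next 0.0792) and Uty 0.465 (next 0.0884). The labels call all BCR::ABL1− libraries male, but the highest count of Ddx3y among them was 24, and Xist was counted at 3790 to 4417 CPM in BCR::ABL1− and 2171 to 3495 CPM in BCR::ABL1+. These counts argue against the labels giving the sex of the sorted cells. The paper states that donor cells came from a pool of mice of both sexes. Trace male RNA and reads assigned to another library stay open, and no biological explanation was tested.

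BCR::ABL1− replicate 6 had the lowest mean log2 CPM of the B cell list (2.31, next 3.90), the T and NK cell list (0.991, next 1.41) and the monocyte list (2.67, next 3.41), and the highest Tpsb2 (3.81 CPM, next 1.20). It is the only BCR::ABL1− library outside the run of library numbers of the other 5, and with 1 library neither a library batch nor the sort was tested. BCR::ABL1− replicate 2 had the highest CPM of Fos (127.5, next 48.7), an immediate early gene. Without it the log2 fold change of Fos went from −1.54 to −0.87 (edgeR adjusted p = 0.104), and the call was also lost without BCR::ABL1+ replicate 4 (−1.38, adjusted p = 0.0519) or 5 (−1.40, adjusted p = 0.0531), in a range of 0.0115 to 0.104 across the fits that each left out a library. Handling before lysis and a difference between mice were not tested.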

How the results depend on the processing

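The difference in mean absolute PCC was below 0 under all 23 alternatives fixed beforehand, but without BCR::ABL1− replicate 2 it was smaller than unrelated genes give with 5 against 6 libraries. It passed 0.05 without number 6 in both groups (−0.141, exact permutation p = 0.0476) and with each gene centred on its group mean (−0.0780, approximate permutation p = 0.0325), where the main exact permutation p was 0.247. The 12 fits that each left out a library ranged from −0.159 (without BCR::ABL1− replicate 6, exact permutation p = 0.0346) to −0.0286 (without BCR::ABL1− replicate 2, exact permutation p = 0.805). A group of 5 libraries has a higher level without correlation than one of 6, by 0.0494. With this level subtracted, a step added after the values were seen, the 12 fits ranged from −0.11 (without BCR::ABL1− replicate 6, exact permutation p = 0.177) to 0.0208 (without BCR::ABL1− replicate 2, exact permutation p = 0.788), 1 of them above 0 and 0 with an exact permutation p under 0.05 (lowest 0.106). These tests permute libraries whose expression levels differ between the groups. With genes centred on their group means, extended to every alternative after the values were seen, the permutation p is approximate. It was under 0.05 in 5 of these 12 fits (0.00433 to 0.749) and in 11 of the 22 other alternatives fixed beforehand, these fits included (0.00433 to 0.827). Of the scalings added after the values were seen, counts without any scaling gave −0.338 (exact permutation p = 0.00216), which carries library size into every gene. Upper-quartile factors gave 0.0139 (exact permutation p = 0.9). Centring on the median of the list gave 0.0486 (exact permutation p = 0.604), but by construction it takes out movement shared by the list. The restriction to genes with at least 50 counts gave −0.0160 because it also changed the scaling: on the same 1188 genes, BCR::ABL1− had 0.537 with the main factors and 0.470 with factors from those genes. These factors differ by up to 0.0573 on the log2 scale between libraries, against a median SD of 0.103 per gene. With upper-quartile factors, the difference moved from percentile 0 to 75.7 among random lists, while the list stayed at percentile 100 in each group.

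At a PCC threshold of 0.6 there were 0 members in BCR::ABL1+ and 475 in BCR::ABL1−, against 921 and 984 at 0.4. With the mean of signed PCC, added after the values were seen, there were 0 and 785 members above 0.4, and 0 and 72 above 0.6 or below −0.6, because negative and positive values cancel in it. For this reason the co-occupancy of factors at 0.6 gives no value. The share of the first component in BCR::ABL1+ was 44.0% without the 2 farthest libraries of each group; the cause was not tested.

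The 10976 genes called between the groups became 2821 (1755 higher, 1066 lower) with an absolute log2 fold change of at least 1, which is stricter by construction. Leaving out a library gave 10185 to 12007 genes. Replicate numbers do not pair the libraries: deviations of same-numbered libraries correlated at −0.125 to 0.0679. With the number as a replicate block, 9975 genes were called, and the block changed the calls of Fos (adjusted p 0.0772), Col1a1 (0.699) and Col3a1 (0.405), the sign of Fn1 (−1.43) and the call of the immediate early list (0.0431; 0.042 to 0.196 over its alternatives), and no other call among the named genes and lists. The adjusted p over the alternatives without a library left out was 0.0206 to 0.0772 for Fos, 0.00842 to 0.699 for Col1a1 and 0.00841 to 0.405 for Col3a1. Upper-quartile normalization moved the median of all genes to 0.14 and gave 11104 genes, of which 57.2% were higher. Ly6a, with a main edgeR adjusted p of 0.066, passed with DESeq2 (0.0445) and upper-quartile normalization (0.0254), and without BCR::ABL1+ replicate 5 (0.025), and had 0.102 under the block.

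Medians near 0 changed sign. That of the S-phase list was −0.0092 under the block and −7.8e-05 with DESeq2, and −0.0299 (without BCR::ABL1− replicate 2) to 0.0138 (without BCR::ABL1− replicate 5) across the libraries left out. That of the monocyte list was −0.16 under the block and, across the libraries left out, −0.278 (without BCR::ABL1+ replicate 2) to 0.489 (without BCR::ABL1+ replicate 5). None of these passed 0.05. The correlation with TKI responses was −0.132, −0.114 and −0.0956 at 8 hr for imatinib, dasatinib and nilotinib, and 0.0487, 0.0425 and 0.00978 at 7 days, none beyond other splits of the libraries; the cause was not tested. Of 82 values of named genes with an adjusted p, 76 kept their direction and their side of the threshold, and of 285 such list values 260 did, with 13 passing the threshold only under the alternative. Besides the genes of quiescent cells only and the immediate early list, these were mast cells, basophils and eosinophils with fry (0.00366; otherwise 0.189 to 0.446), T and NK cells with fry (0.0248; otherwise 0.149 to 0.402) and B cells, which passed with upper-quartile factors (0.0476) and without BCR::ABL1− replicate 6 (0.0366), BCR::ABL1+ replicate 4 (0.0302) or 6 (0.0372), in a range of 0.0302 to 0.131. The immediate early list also passed without BCR::ABL1− replicate 6 (0.042) or BCR::ABL1+ replicate 2 (0.0432). The ranges of these lists leave out camera with the estimated correlation, under which 0 of the 21 lists passed. DESeq2 gave no adjusted p for 2 named genes and was used for the medians alone of 19 lists, of which 18 kept their direction.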

Differences from the paper's values

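The paper's Source Data for Fig. 1c give a histogram of mean PCC over its candidate genes, a gene list that differs from the one used here, and its bin centres were averaged by their gene counts. In BCR::ABL1+ cells the paper's mean is 0.676 against 0.451 here, and in BCR::ABL1− cells the paper's is 0.410 against 0.529 here. The paper's difference, BCR::ABL1+ minus BCR::ABL1−, is 0.265, against −0.0780 here. None of the 23 alternatives set before the data were examined closed any of these gaps: they gave 0.441 to 0.533 in BCR::ABL1+, 0.470 to 0.610 in BCR::ABL1−, and −0.159 to −0.0140 for the difference. With each library centred on the median of the list, which was chosen after seeing the values, BCR::ABL1− had 0.408 against the paper's 0.410, while BCR::ABL1+ stayed at 0.457. The difference, 0.0486, then had the sign of the paper's. Such centring takes out movement shared by the list by construction, so the nearness of 0.408 to the paper's value is not evidence for it. Upper-quartile factors, also chosen after seeing the values, gave 0.436 in BCR::ABL1− and a difference of 0.0139, of the paper's sign. Unscaled counts, chosen after as well, gave 0.614 in BCR::ABL1+ but 0.952 in BCR::ABL1−. A selection over all genes with the highest values in BCR::ABL1+, chosen after, gave 0.904 there and 0.402 in BCR::ABL1−, over pairs among the selected genes.

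The paper states a depth of at least 50 M reads per library. The median count on genes was 27.0 M in BCR::ABL1− and 19.8 M in BCR::ABL1+; these are reads assigned to genes, a different quantity from reads sequenced, and no alternative changes them.

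The paper states that clusters of correlated genes were lacking in BCR::ABL1− cells, while the first component of the list held 54.5% of the variance there and 40.9% in BCR::ABL1+. These shares come from TMM factors and from a list other than the candidate genes of Fig. 1c. With each library left out in turn, their SD was 6.8 percentage points in BCR::ABL1− and 2.28 in BCR::ABL1+. Upper-quartile factors lowered the mean absolute PCC in BCR::ABL1− to 0.436, against 0.450 in BCR::ABL1+. The paper states that Nanog-group patterns were over-represented among its ESC-REG genes. Against the other genes of the list, none of the 7 factors of that group was bound more often among the genes above 0.4 in BCR::ABL1+ at an adjusted p under 0.05 (Fisher's exact test). Both sides of that comparison lie within an ESC-REG list of the paper. It therefore cannot test whether the list as a whole is over-represented for such patterns. The profiles of that group correlated at 0.220 among these genes. The value was 0.257 over all genes of the list and 0.342 among those at or below 0.4, so it does not set the former apart.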

Other observations

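Of the tests below, those on the direction seen for the ESC-REG list, the test on library numbers and the selection over all genes were chosen only after the result was seen, and thinning and the removal of GC and length trends were added after the data were examined.

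The higher mean absolute PCC of the ESC-REG list in BCR::ABL1− was tested against technical explanations. Removal of GC content and gene length trends left a difference of −0.117 (exact permutation p = 0.0823, and an approximate p = 0.00433 with genes centred on their group means). It did not shrink, which argues against these trends as its source, but only the approximate p was under 0.05. Without the 51 cell cycle genes the difference was −0.0736 over the other 1168 (exact permutation p = 0.275, and an approximate p = 0.0455 with centred genes). That result does not decide on the cell cycle, since the remaining genes move with those left out. Removing the S-phase score put BCR::ABL1− at 0.457, below 0.490 in BCR::ABL1+. The test with centred genes leaves out the difference in expression level between the groups. Counting noise in the smaller BCR::ABL1+ libraries stays open, since thinning left −0.0571 of the difference of −0.0780, within the spread of other splits (exact permutation p = 0.39, and 0.106 with centred genes). A linear effect of log2 library size is argued against as the source of the gap. With it removed, the mean absolute PCC was 0.566 in BCR::ABL1− and 0.485 in BCR::ABL1+, where shuffled libraries reach 0.425 and 0.426. No permutation test was run on these values. Library size is not excluded otherwise, because 6 libraries are too few to exclude a relation with the first component in BCR::ABL1− (Pearson r = 0.151, exact permutation p = 0.811, n = 6, Spearman rho = 0.314, exact permutation p = 0.564, and r = 0.26 without the 2 farthest libraries). A single BCR::ABL1− library is open as the source too: without replicate 2 the difference, less that of unrelated genes in 5 against 6 libraries, was 0.0208, although the correlation within BCR::ABL1− was still 0.479, where 5 shuffled libraries reach 0.425. So is the scaling of the libraries, since upper-quartile factors turned the difference to 0.0139. A change running through the whole transcriptome cannot be told apart from one particular to the list, because the percentile of its difference among random lists was 0 with TMM factors and 75.7 with upper-quartile factors. The direction of the difference between the groups may therefore be set by replicate 2 or by small offsets between libraries, and no biological direction is drawn from it.

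Over the 6 BCR::ABL1− libraries, the first component followed the mean of the S-phase list (Pearson r = 0.949, exact permutation p = 0.00556, Benjamini-Hochberg adjusted p = 0.0278 over 10 relations; Spearman rho = 0.829, exact permutation p = 0.0583), but r was 0.585 without the 2 farthest libraries, so the relation rests on those. For the G2/M list r was 0.913 (exact permutation p = 0.0181, adjusted p = 0.0603; rho = 0.943, exact permutation p = 0.0167) and 0.59 without the 2 farthest. Ribosomal protein genes had a lower r of 0.72 (exact permutation p = 0.108, adjusted p = 0.27) but a rho of 0.829 (exact permutation p = 0.0583), as for the S-phase list, and r was 0.78 without the 2 farthest. These relations by themselves do not show the component to be particular to cell cycle genes. Removing the S-phase score lowered the mean absolute PCC of BCR::ABL1− to 0.457, close to 0.453 after removal of the first component itself and above the shuffled 0.425, and that of BCR::ABL1+ was then 0.490. In BCR::ABL1−, removing the G2/M score gave 0.469, while removing the ribosomal protein score left 0.531. By this measure the cell cycle scores carried more of the correlation than the ribosomal one, over libraries that include the 2 farthest. A share of cycling cells that differs between libraries and a scaling offset cannot be told apart here, because either would move most genes of the list together. In BCR::ABL1+, the first component followed ribosomal protein genes (Pearson r = 0.985, exact permutation p = 0.00556, adjusted p = 0.0278; rho = 0.886, exact permutation p = 0.0333; r = 0.929 without the 2 farthest), while no relation with library size was detected (r = −0.406, exact permutation p = 0.41). Ribosomal and cell cycle genes are also members of the list. With the 73 ribosomal protein genes left out of the component, r was 0.977 (exact permutation p = 0.00556), and in BCR::ABL1− it was 0.946 (exact permutation p = 0.00694) for the S-phase list without its 22 genes and 0.907 (exact permutation p = 0.0181) for the G2/M list without its 29 genes. The remaining genes move with those left out, so these values do not show which of them lead.

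A selection of genes on the group in which they are then compared is a candidate source of a gap in either direction. The genes with the highest mean absolute PCC among all genes tested were taken, as many as in the histogram of Fig. 1c. Over pairs among them, the value was higher in BCR::ABL1+ by 0.502 when they were chosen there. It was lower by the mirror choice in BCR::ABL1−, with a difference of −0.461. Within the list, the genes above 0.4 in BCR::ABL1+ still had a difference of −0.0161 over pairs among them. In the paper's histogram of Fig. 1c, all genes are above 0.4 in BCR::ABL1+ and 59.4% of them in BCR::ABL1−, which is what a selection at 0.4 in BCR::ABL1+ would give, although genes that are high without any selection would give it as well.

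Between the groups, 10976 of 18438 genes had an edgeR adjusted p under 0.05, with 5637 higher and 5339 lower in BCR::ABL1+. Of 100 splits of the 12 libraries, 1, the real one, gave as many; the largest other count was 3153 and the median 0. Groups did not overlap for 37.6% of the genes, where chance gives 0.216%. A difference in library size is argued against by 10647 genes after thinning, and GC content or length as the whole cause by 9960 genes after removal of these trends, although log2 fold changes fell with GC content (Spearman rho = −0.293 across genes, which are not independent replicates). A batch that follows the library numbers is argued against by the pair of libraries numbered 6, whose difference correlated with the fold changes of the other 10 libraries at r = 0.676 across genes. Sex in the labels, which the counts of Y-linked genes argue against as the sex of the sorted cells, was not tested as that of the recipient mice, and it stays open together with 2 weeks of BCR::ABL1 expression.

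Among genes without overlap between the groups, with an adjusted p under 0.05 and a mean log2 CPM of at least 1, the largest increases were in Tpsb2 (log2 fold change 7.53, and 8.81 without BCR::ABL1− replicate 6), Spp1 (7.02, and 3.69 without BCR::ABL1+ replicate 2), Cma1 (6.40, and 7.24 without BCR::ABL1− replicate 6), Dmkn (4.60) and Fcer1a (4.46, and 3.81 without BCR::ABL1+ replicate 2). The largest decreases were in Slc4a1 (−4.00), Ache (−3.25), Pf4 (−2.99), Mmrn1 (−2.92) and F830016B08Rik (−2.81). Tpsb2, Cma1 and F830016B08Rik have close paralogs, so their counts are uncertain. Mki67 (−1.38), Kit (−0.86), Cd34 (−0.44), Gata1 (−1.82), Dusp1 (−1.53), Zfp36 (−1.11), Fos (−1.54; −0.87 without BCR::ABL1− replicate 2), Xist (−0.54) and the mouse genes Abl1 (−0.78) and Bcr (−0.71) were lower in BCR::ABL1+, and Ptprc (0.27) was higher. Cd38 (0.38, edgeR adjusted p = 0.279) and Ly6a (0.38, edgeR adjusted p = 0.066; 0.17 without BCR::ABL1+ replicate 2 and 0.46, adjusted p = 0.025, without replicate 5) did not pass. Fn1 (3.55, edgeR adjusted p = 0.0544) fell to 0.29 without BCR::ABL1+ replicate 2 (adjusted p = 0.818) and passed without replicate 1 (3.81, adjusted p = 0.0361), 3 (3.81, 0.039), 5 (3.81, 0.0341) or 6 (3.80, 0.0337). Without replicate 2, Col1a1 went from 4.36 to 2.80 (edgeR adjusted p = 0.0737 against 0.0202, range 0.0119 to 0.0737) and Col3a1 from 5.58 to 3.62. Ighm (−1.38, edgeR adjusted p = 0.0704) passed without BCR::ABL1+ replicate 2 (−1.13, adjusted p = 0.00777, range 0.00777 to 0.124).

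Among the marker lists, camera called the ribosomal protein genes (median log2 fold change 0.82), mitochondrial genes (1.12) and early myeloid granule genes (1.29) higher in BCR::ABL1+, and the interferon response (−1.21), long-term HSC (−0.92), megakaryocyte (−2.37), erythroid (−2.15) and G2/M (−0.17) lists lower, each also under fry. Medians of lists that camera did not call were −1.32 for mature neutrophil granules, −1.29 for B cells, −0.98 for immediate early genes, −0.78 for T and NK cells, 0.54 for mast cells, basophils and eosinophils, 0.29 for monocytes and macrophages, and 0.0013 for S phase. Some medians moved with a single library: mature neutrophil granules to −0.57 without BCR::ABL1− replicate 4, B cells to −2.06 without BCR::ABL1+ replicate 4, T and NK cells to −1.46 without BCR::ABL1+ replicate 6, and mast cells, basophils and eosinophils to 0.28 and monocytes and macrophages to −0.28 without BCR::ABL1+ replicate 2. The Y-linked genes did not pass the filter on low counts, so their list was not tested.

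Induction of BCR::ABL1 was hypothesised to move ESC-REG genes opposite to a TKI. Across the genes with a value in both, the log2 fold changes correlated with the paper's changes in human LSC after 7 days of imatinib at r = 0.0487 (Spearman rho = 0.00877), and 54 of 100 splits of the libraries gave an r as large. Neither direction of r is beyond chance splits, so opposition gene by gene cannot be told apart from no relation. A correlation leaves out a shift common to the genes. Of these genes, 87.9% were lower after 7 days of imatinib, 63.6% were higher in BCR::ABL1+, and 59.7% had opposite signs. The shares lower after imatinib and higher in BCR::ABL1+ go in the direction of the hypothesis, but they were not tested against splits. The share with opposite signs is no higher than those shares alone would give, so it is no evidence of opposition gene by gene. Genes are not independent replicates.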
